# Androgen receptor activity in prostate cancer dictates efficacy of bipolar androgen therapy through MYC

**DOI:** 10.1172/JCI162396

**Published:** 2022-12-01

**Authors:** Laura A. Sena, Rajendra Kumar, David E. Sanin, Elizabeth A. Thompson, D. Marc Rosen, Susan L. Dalrymple, Lizamma Antony, Yuhan Yang, Carolina Gomes-Alexandre, Jessica L. Hicks, Tracy Jones, Kiara A. Bowers, Jillian N. Eskra, Jennifer Meyers, Anuj Gupta, Alyza Skaist, Srinivasan Yegnasubramanian, Jun Luo, W. Nathaniel Brennen, Sushant K. Kachhap, Emmanuel S. Antonarakis, Angelo M. De Marzo, John T. Isaacs, Mark C. Markowski, Samuel R. Denmeade

**Keywords:** Oncology, Prostate cancer

## Abstract

Testosterone is the canonical growth factor of prostate cancer but can paradoxically suppress its growth when present at supraphysiological levels. We have previously demonstrated that the cyclical administration of supraphysiological androgen (SPA), termed bipolar androgen therapy (BAT), can result in tumor regression and clinical benefit for patients with castration-resistant prostate cancer. However, predictors and mechanisms of response and resistance have been ill defined. Here, we show that growth inhibition of prostate cancer models by SPA required high androgen receptor (AR) activity and were driven in part by downregulation of MYC. Using matched sequential patient biopsies, we show that high pretreatment AR activity predicted downregulation of MYC, improved clinical response, and prolonged progression-free and overall survival for patients on BAT. BAT induced strong downregulation of AR in all patients, which is shown to be a primary mechanism of acquired resistance to SPA. Acquired resistance was overcome by alternating SPA with the AR inhibitor enzalutamide, which induced adaptive upregulation of AR and resensitized prostate cancer to SPA. This work identifies high AR activity as a predictive biomarker of response to BAT and supports a treatment paradigm for prostate cancer involving alternating between AR inhibition and activation.

## Introduction

Signaling through the androgen receptor (AR) is the primary oncogenic driver of prostate adenocarcinoma. Inhibition of AR signaling by androgen deprivation and AR inhibitors produces significant therapeutic and palliative benefit and constitutes the cornerstone of treatment for advanced disease. Yet this therapeutic strategy is not curative, and patients eventually progress with lethal castration-resistant prostate cancer (CRPC). Studies dating back over 30 years indicate that supraphysiological androgens (SPAs) can paradoxically suppress the growth of some prostate cancer cell lines and xenograft models (1–3). These studies led us to test SPA as a treatment for men with CRPC. Our approach has been to pulse intramuscular testosterone every 28 days concurrent with ongoing administration of luteinizing hormone-releasing hormone analogue to result in the oscillation of serum testosterone from supraphysiological to near-castrate level. Given this oscillation of testosterone between polar extremes, we termed this treatment bipolar androgen therapy (BAT) (4). We have previously described that BAT can produce clinical benefit and tumor regression for 20%–30% of patients with CRPC (5–9); however, predictors and mechanisms of response and resistance have been ill-defined. A better understanding of the molecular mechanisms of BAT is needed both to optimize patient selection and to develop strategies to enhance its therapeutic efficacy.

Early studies of SPA-mediated growth inhibition of prostate cancer models suggested that this effect occurs predominantly after long-term exposure to low androgen conditions and requires treatment with supraphysiological, rather than physiological, doses of androgens (2). Thus, it seems that an adaptation of prostate cancer to inhibition of AR signaling constitutes a vulnerability to SPA. Major adaptations of prostate cancer to the inhibition of AR signaling are counterbalanced enhancement of AR signaling through AR overexpression, gene amplification, activating mutations, and expression of ligand-independent variants (10, 11). Indeed, an association between high AR expression and growth-inhibition by SPA in prostate cancer models has been observed (2, 12, 13), begging the question of whether high AR activity is necessary for prostate cancer sensitivity to SPA.

We and others are working to map the downstream molecular events through which SPA results in growth inhibition of SPA-sensitive prostate cancer models. Multiple mechanisms have been proposed, including downregulation of c-MYC (hereafter called MYC) (1, 13–15), AR inhibition of DNA relicensing during mitosis (16), AR-mediated DNA damage (12, 17), and induction of ferroptosis and immunogenic cell death (18). Notably, in vitro genome-wide positive-selection genetic screens have failed to identify 1 dominant pathway mediating growth inhibition by SPA (19), suggesting that SPA likely induces multiple parallel growth-inhibitory pathways in SPA-sensitive prostate cancer. However, the clinical significance of the multiple proposed mechanisms of growth inhibition by SPA has been unclear, as no study has utilized tumor samples derived from patients treated with SPA to date. Given that c-MYC (here-after called MYC) is highly expressed in prostate cancer (20, 21), is a potent driver of growth and proliferation (22), and yet has been described as ‘undruggable’ (23), we have been particularly interested in determining whether BAT can reduce MYC expression and understanding the relative contribution of downregulation of MYC toward growth inhibition by SPA.

Here, we utilize both paired sequential biopsies of metastases of patients with CRPC who have been treated with BAT and prostate cancer models to identify predictors and molecular mechanisms of prostate cancer regression by BAT. We report that high AR activity is required for growth inhibition of prostate cancer models by SPA, which occurs, in part, through downregulation of MYC. Similarly, in patients, high pretreatment AR activity predicts the downregulation of MYC, tumor regression, and both progression-free and overall survival on BAT. Notably, we found that acquired resistance to SPA could be driven by the downregulation of AR but that this could be overcome by treatment with an AR inhibitor, which induced adaptive upregulation of AR.

## Results

### AR activity determines response to SPA in vitro.

To assess determinants of sensitivity to SPA, we first studied human prostate cancer cell lines with varying sensitivity to SPA. SPA can be provided to cells as R1881, a potent synthetic androgen that is not metabolized in vitro, at a dose of 10 nM, which is approximately 20-fold higher than the level of free testosterone in eugonadal adult men. LNCaP and VCaP cell lines are growth inhibited by SPA, while LAPC4 and 22Rv1 cell lines exhibit primary resistance to SPA (Supplemental Figure 1; supplemental material available online with this article; https://doi.org/10.1172/JCI162396DS1). Among these cell lines, we observed that pretreatment AR abundance and activity (as assessed by expression of the AR target prostate-specific antigen (PSA)) was higher in SPA-sensitive cell lines than SPA-resistant cell lines (Figure 1A). High baseline AR abundance and activity was required for growth inhibition by SPA, as inducible shRNA-mediated knock-down of AR in LNCaP cells (Figure 1B) resulted in resistance to SPA (Figure 1C) and rescued clonogenic survival following SPA treatment (Supplemental Figure 2). Conversely, high AR abundance was sufficient to confer sensitivity to SPA, as overexpression of AR in LAPC4 and 22Rv1 cells (Figure 1, D and F) resulted in growth inhibition by SPA (Figure 1, E and G). This indicates that AR abundance and activity is a major determinant of prostate cancer response to SPA in vitro.

### Downregulation of MYC contributes to growth inhibition by SPA.

AR activation has previously been shown to downregulate MYC in normal prostate epithelial cells (24–26) and models of prostate cancer (1, 13–15). We observed that SPA downregulates MYC, but only in cells lines with high AR abundance and activity (i.e., SPA-sensitive cell lines) and not in SPA-resistant cell lines (Figure 1A and Figure 2A). High pretreatment AR abundance was required for downregulation of MYC by SPA, as inducible shRNA-mediated knock-down of AR in LNCaP cells disabled MYC downregulation by SPA (Figure 2B). Moreover, high pretreatment AR abundance was sufficient to induce downregulation of MYC by SPA, given that AR overexpression resulted in MYC downregulation in LAPC4 and 22Rv1 cells (Figure 1, D and F). As previously shown (2, 13), constitutive expression of MYC partially rescued growth inhibition in LNCaP and LAPC4-AR cells treated with SPA (Figure 2, C–F), indicating that MYC downregulation contributed to growth inhibition induced by SPA. Notably, downregulation of MYC is not a general feature of prostate cancer growth arrest, as the highly active chemotherapy agent docetaxel did induce growth arrest of LNCaP cells but did not cause downregulation of MYC (Supplemental Figure 3, A and B). Thus, downregulation of MYC is a specific feature of growth inhibition by SPA. Altogether, these data suggest that SPA inhibits growth of prostate cancer with high AR abundance in part through downregulation of MYC.

### AR activity determines response to BAT.

To assess molecular mechanisms of BAT in patients with metastatic CRPC (mCRPC), we evaluated clinical samples from a prospective clinical trial (NCT03554317) that included on-study sequential paired biopsies of soft tissue metastases before (preBAT) and after 3 cycles of BAT (on-BAT) (Figure 3A). Twenty-four patients had tumor samples collected at both time points that were adequate for IHC analysis, and 15 of these patients had paired samples adequate for RNA sequencing analysis Of the 24 patients, 10 were considered to be responders, based on the presence of a decline in the serum PSA by at least 50%, or a decrease in tumor volume by at least 30% on day 1 of cycle 4 of BAT. Characteristics of these patients are listed in Supplemental Table 1. We first quantified AR protein abundance via IHC after performing serial dilutions of the AR antibody to ensure staining in the linear range. To separately measure AR in the nucleus, cytoplasm, and whole cell, we developed an iterative multiplex assay using AR and keratin 8. These were used to help train a random forest classifier to segment total tumor cellular area. In this manner, by image analysis, we were able to obtain OD measurements as a continuous variable separately for the nuclei, cytoplasm, and whole cell. In preBAT samples, responders did not exhibit higher total cellular AR protein abundance than nonresponders (Figure 3B). This directly correlated with AR protein abundance in the cytoplasm and the nucleus, as well as *AR* mRNA abundance (Supplemental Figure 4, A–C). Prior to BAT, the nuclear-to-cytoplasmic ratio of AR was greater than 1 in all patients, indicating that the majority of AR resided in the nucleus in advanced mCRPC, which was not significantly different between responders and nonresponders (Supplemental Figure 4D). To examine whether there was greater variation in pretreatment AR activity between responders and nonresponders, we generated an AR activity score using Mann-Whitney ranking of expression of 10 canonical AR target genes (ARA_MW_ score) (see Supplemental Methods). Notably, responders had significantly higher preBAT ARA_MW_ scores than nonresponders (*P* = 0.011) (Figure 3C). The ARA_MW_ score was not driven by expression of 1 dominant gene (Supplemental Figure 5A); the included gene transcripts did not exhibit significant colinearity (Supplemental Figure 5B); and the score did not correlate with AR protein abundance (Supplemental Figure 5C). Thus, each included gene contributed unique data to the ARAMW score, which was distinct from AR abundance. This demonstrates that AR activity in advanced CRPC is controlled by factors beyond protein abundance, which likely includes activating or inactivating gene mutations in AR and activity and abundance of AR cofactors and regulators (27, 28). Stratifying patients by a cutoff ARA_MW_ score of 0.6 (selected due to its ability to stratify patients with distinct outcomes), we observed that patients with high (>0.6) ARA_MW_ scores exhibited greater PSA responses (*P* = 0.010) (Figure 3D), greater decrease in tumor volume (*P* = 0.005) (Figure 3E), a trend toward longer radiographic progression-free survival (*P* = 0.058) (Figure 3F), and longer overall survival (*P* = 0.002) (Figure 3G) on BAT. Given that serum PSA concentration is, in part, dependent on cancer cell AR activity, we assessed whether there was an association between preBAT serum PSA and response to BAT. There was a trend toward higher preBAT serum PSA among responders compared with nonresponders (*P* = 0.064) (Figure 3H). Together, these data indicate that pretreatment AR activity is a major determinant of CRPC response to BAT, and the ARA_MW_ score may constitute a valuable predictive biomarker for this therapy.

Some strengths of the ARA_MW_ score are that it does not require a reference expression vector and is independent of variations in sequencing depth and processing. Therefore, we applied ARA_MW_ scoring to an independent cohort of 266 patients with mCRPC who were not exposed to BAT (SU2C/PCF cohort) (29). Among these patients, the prevalence of the biomarker (score >0.6) was 36.5% (Supplemental Figure 6A). Analysis of the SU2C/PCF cohort indicated that high AR activity is not independently prognostic — i.e., ARA_MW_ score >0.6 does not predict favorable outcomes independent of BAT treatment (Figure 3I) — and is not clearly associated with particular genomic alterations or other patient factors (Supplemental Figure 6, B–D).

### BAT downregulates MYC in responding patients.

We next assessed molecular changes induced by BAT in the paired sequential tumor biopsies. BAT increased the AR nuclear-to-cytoplasmic ratio in most patients (Figure 4A), but to a notably greater degree in responders (Figure 4B). This may suggest that nuclear recruitment/retention and/or cytoplasmic clearance of AR is related to a clinical response to BAT. We also examined MYC expression by quantitative image analysis of MYC IHC. Most patients had high expression of MYC protein in the preBAT tumor sample (Figure 4C). BAT decreased the median MYC Histoscore (H-score) (Figure 4C), with responders exhibiting a greater decrease in the MYC H-score than nonresponders (Figure 4D) and a subset of patients having a near-complete ablation of MYC expression (Figure 4E). The change in MYC protein expression directly correlated with change in *MYC* mRNA expression (Figure 4F), suggesting that BAT suppressed MYC at the level of transcription and/or mRNA stability. BAT also decreased the median Ki-67 H-score (Figure 4G), with responders exhibiting a trend toward greater decrease in the Ki-67 H-score than nonresponders (Figure 4H), and some patients showing almost complete loss of Ki-67 (Figure 4I). The change in MYC protein expression directly correlated with the change in Ki-67 expression (Figure 4K) and the change in tumor volume on CT scan (Figure 4J). Notably, only patients with preBAT ARA_MW_ scores greater than 0.6 exhibited a significant decrease in MYC protein expression (Figure 4L), supporting the concept that high preBAT AR activity is required for downregulation of MYC and tumor regression by SPA.

The mechanism by which AR activation suppresses MYC in prostate cancer was recently suggested to occur through AR-mediated sequestration of cofactors and decreased activity of distal super enhancers (SE) near *PCAT1* that regulate the *MYC* promoter, as well as those of neighboring transcripts embedded in the topologically associated domain (TAD) on 8q24 (13). We noted that transcripts of the genes located within the 8q24 TAD, *PCAT1* and *PVT1*, had similar change in expression as *MYC* on BAT (r=0.87, *P <* 0.0001, and r=0.66, *P* = 0.007, respectively) (Figure 4M), which supports an idea that BAT reduces *MYC* mRNA expression via disruption of distal SE activity.

By principal component analysis of the RNA sequencing data, the differences in gene expression profiles between patients was generally much greater than the differences in gene expression induced by BAT (Supplemental Figure 7A). This interpatient heterogeneity of gene expression and the relatively small number of patients studied limited some analyses of the data. Notably, only 5 genes were identified to be statistically significantly altered by BAT, including downregulation of *AR*, *ANKRD30A*, and *LINC00993*, and upregulation of *RERGL* and *PARM1* (Supplemental Figure 7B). In contrast, numerous genes were differentially expressed between responders and nonresponders (Supplemental Figure 7C), however all of these genes were expressed at low levels (log_2_TPM less than 3), so the importance of these differences is uncertain.

Previous studies have suggested that SPA can induce DNA damage and downregulation of homologous recombination repair (HRR) gene expression in prostate cancer cell lines (12) and that patients with HRR genomic alterations may have heightened clinical responses to BAT (12, 30). In this data set, BAT did not significantly alter expression of a panel of HRR genes, nor was the change in expression of these genes different between responders and nonresponders (Supplemental Figure 8A). Additionally, there was no difference in clinical outcome based on the presence of a genomic HRR alteration identified through clinical testing among these patients (Supplemental Figures 8, C–F).

### Downregulation of AR drives acquired resistance to SPA.

Clinically, we have observed that most patients with CRPC who initially respond to BAT acquire secondary resistance after approximately 6–12 months of therapy (9). Similarly, the SPA-sensitive cell line LNCaP, which was initially cell cycle-arrested in G0–G1 after 5 days of SPA, reentered the cell cycle following 12–19 days of continuous SPA exposure (Figure 5A). Acquired resistance to SPA was verified in these cells, as retreatment with increasing doses of R1881 resulted in no change to clonogenic survival (Figure 5B). The transcriptional and chromatin accessibility profiles of LNCaP with acquired resistance to SPA (LNCaP-SPAR) appeared most similar to VEH-treated cells (Supplemental Figure 9, A and B), suggesting these cells revert to a pretreatment phenotype. 

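RNA was sequenced from LNCaP cells, an androgen-sensitive human prostate cancer line, treated with ethanol vehicle (VEH) or with supraphysiologic androgen (SPA; the synthetic androgen R1881 at 10 nM) for 5 or 26 days, with 2 libraries in each of the 4 groups. The libraries were made by polyA selection and sequenced as paired reads of 150 bp, which the authors trimmed and mapped with STAR and counted per gene with featureCounts. The deposited values are whole-number counts per gene without normalization. The methods name the build GRCM38, a mouse build, whereas all 58884 gene identifiers are human Ensembl identifiers, and the human build GRCh38 was therefore taken. The text does not name the annotation release, the strand setting or the handling of reads that map to several genes, so counts of close paralogs and of overlapping genes are uncertain. Total counts were 36217180 and 35902495 in the VEH 5d libraries, 39121745 and 44116947 in the SPA 5d libraries, 48303840 and 38948479 in the VEH 26d libraries, and 37557288 and 46588783 in the SPA 26d libraries. The methods state 60000000 reads per sample. All values here use the counts. Between 22304 and 25727 genes had a count in a library, mitochondrial genes took 0.810% to 2.35% of the counts, and the 20 most abundant genes took 7.43% to 9.06%. Replicates had a chi-square per degree of freedom from 3.22 in VEH 26d to 8.94 in SPA 5d, where Poisson sampling gives 1 and, if the 2 mates of each fragment were counted, 2. With the counts halved for this the values were 1.61 to 4.47, above 1 in each group, and replicates were treated as separate samples. A value above 1 does not show separate cultures, since 2 libraries made from one culture could also give it. The paper does not say whether the RNA-seq replicates were separate cultures, so the p-values may measure only spread between libraries. Counts were normalized by the TMM method, with factors from 0.909 to 1.07, and all 8 libraries were fitted together in edgeR so that the groups shared one estimate of the spread. The 18431 genes kept by filterByExpr were tested, and the square root of the common dispersion was 4.98%. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. A single gene was taken as changed at an adjusted p under 0.01. A gene list was tested by camera with an inter-gene correlation preset at 0.01, two-sided, and taken as changed at a p under 0.05 adjusted over 30 list tests. With 2 libraries per group, the smallest p of an exact permutation test of one comparison stays far above these thresholds, so the p-values rest on the spread shared across genes. Fold changes against a group whose libraries all had 6 counts or fewer are given only as lower bounds.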

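Distances between libraries were computed on log2 CPM, which are counts scaled to the normalized library size with a prior count of 2, over the same genes. SPA 26d libraries lay at a mean Euclidean distance of 93.7 ± 1.08 (SD over 4 pairs of libraries) from VEH 26d libraries, 131 ± 0.229 from VEH 5d libraries and 135 ± 2.82 from SPA 5d libraries. Replicates of one group were 58.4 to 76.9 apart, so each of these distances was larger than the distance between replicates. The distance of SPA 26d to SPA 5d was 1.44 times that to VEH 26d (SD 0.032 over the 8 combinations of 1 library from each group). The alternative that raised this ratio most, a filter of at least 10 counts in every library, gave 1.61. Against VEH 5d in place of VEH 26d, a reference chosen after seeing the data, the ratio was 1.03. VEH 5d and VEH 26d libraries were themselves 111 ± 3.28 apart, and SPA 5d libraries lay 146 ± 0.485 from VEH 5d and 160 ± 3.16 from VEH 26d. In principal components of the 500 most variable genes, the first component held 64.6% and the second 24.6% of the variance. SPA 26d libraries had a first component of 3.63 and 3.61, between VEH 26d (-29.9 and -30.9) and SPA 5d (49.2 and 47.2). The second component separated them from the other groups at -25.8 and -26.0. It was at -5.90 and -8.72 in VEH 26d, 24.8 and 24.9 in VEH 5d, and 9.51 and 7.17 in SPA 5d. This component therefore also separated the vehicle groups by day and was not particular to SPA 26d. Hierarchical clustering placed SPA 26d in one branch with VEH 26d and VEH 5d, apart from SPA 5d. From this similarity to vehicle-treated cells, the paper proposes that the resistant cells return to a pretreatment phenotype. The chromatin accessibility profiles were not analysed here.

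**Figure D1:**
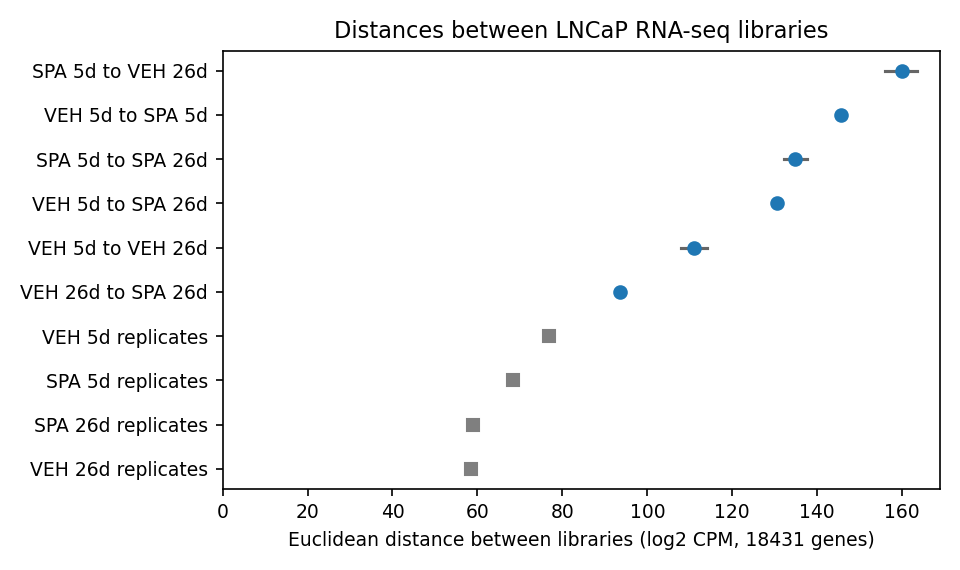
Euclidean distance between LNCaP RNA-seq libraries on log2 CPM (x axis, no further unit) for each pair of groups (y axis). Circles are means over 4 pairs of libraries with lines from the lowest to the highest, and squares are the single distance between the 2 replicates of a group; among pairs of different groups, VEH 26d and SPA 26d are the closest at 93.7 and SPA 5d and VEH 26d the farthest at 160.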

Resistance did not appear to be driven by complete failure of SPA to activate AR, as hallmark androgen response genes remained induced in both SPA-sensitive and resistant cells (Supplemental Figure 9C). Instead, development of resistance to SPA was associated with decreased expression of AR mRNA and protein, decreased AR activity assessed by decreased *KLK3* (encodes PSA) and PSA expression, and loss of suppression of *MYC* (Figure 5, C–F). 

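The 10 androgen target genes that the paper scores had a median log2 fold change of 1.48 after 5 days of SPA over VEH (adjusted p = 9.9e-22 from camera on the edgeR fit) and 0.63 after 26 days (adjusted p = 1.8e-09), and 9 of the 10 were higher on each day. The change between days was itself tested as an interaction, with a median of -0.82 (adjusted p = 1.9e-18). KLK3 (ENSG00000142515, chromosome 19, 50854915 to 50860764 in GRCh38), which encodes PSA and has a close paralog in KLK2, had 143 ± 1.81 CPM (SD, n = 2) in VEH 5d, 1556 ± 28.8 in SPA 5d, 234 ± 7.94 in VEH 26d and 345 ± 8.89 in SPA 26d. Its log2 fold change was 3.45 after 5 days (SE 0.050, adjusted p = 5.5e-33 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 0.56 after 26 days (SE 0.046, adjusted p = 7.6e-12). KLK2 (chromosome 19, 50861568 to 50880567) was higher than vehicle after 5 days, with a log2 fold change of 1.45 (SE 0.045, adjusted p = 3.8e-24 from edgeR), and lower after 26 days at -0.78 (SE 0.044, adjusted p = 6.3e-16 from edgeR). ACSL3, RAB3B, TMPRSS2 and FKBP5 had log2 fold changes between 1.52 and 2.27 after 5 days and between 0.70 and 1.05 after 26 days. STEAP2 had 0.46 and 0.22. STEAP1 was past the threshold after 26 days at 0.25 (adjusted p = 6.9e-05 from edgeR) and not after 5 days at 0.11 (adjusted p = 0.048 from edgeR), but the day 5 change passed it with library size only (0.19), a GC correction (0.17) and a gene length correction (0.27), the 2 corrections chosen after seeing the data. Its change between days was not past the threshold (interaction 0.14, adjusted p = 0.11 from edgeR). PLPP1 was lower after 5 days at -0.16 and higher after 26 days at 0.17, but with library size only in place of TMM the day 5 value was -0.08 and no longer past the threshold, and without VEH 5d replicate 1 it was also -0.08. The day 5 call of PLPP1 was also lost with DESeq2 and RLE normalization (-0.14 with each), and so was its day 26 call (0.16 with each, adjusted p = 0.015 from DESeq2 and 0.014 from edgeR with RLE). The alternative that moved KLK3 most on day 5 was library size only, at 3.52.
A wider list of androgen response genes, written from memory after the hallmark set and so possibly different from the set the authors used, had 100 tested genes. Its median log2 fold change was 0.98 after 5 days (adjusted p = 3.8e-58 from camera on the edgeR fit), with 86 genes higher and 81 of them past an adjusted p of 0.01 over all genes and 81 adjusted over the list alone. After 26 days the median was 0.40 (adjusted p = 5.6e-39), with 80 genes higher, 61 of them past that threshold over all genes and 64 adjusted over the list alone. The interaction median was -0.60 (adjusted p = 6.4e-37). STEAP4 had 6 counts or fewer in both VEH 5d libraries, and with it at its bound the day 5 median was 0.98. The calls of both lists on each day held under fry and with an estimated inter-gene correlation.

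**Figure D2:**
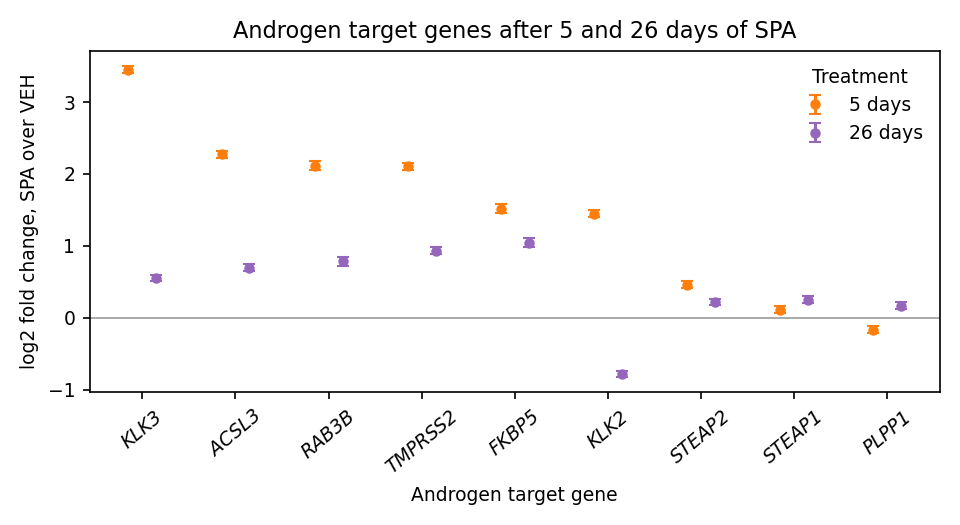
Log2 fold change of SPA over VEH (y axis) for 9 androgen target genes (x axis) after 5 days and after 26 days. Points are edgeR estimates from 2 libraries per group and bars are standard errors; KLK2 is above 0 after 5 days at 1.45 and under 0 after 26 days at -0.78.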

The AR promoter had reduced accessibility as early as 5 days of SPA, which persisted at 26 days (Figure 5G), consistent with prior reports indicating that ligand-bound AR exhibits negative autoregulation at the level of *AR* gene transcription (31). 

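A list of 58 MYC target genes, written from memory after the hallmark sets, had a median log2 fold change of -0.69 after 5 days of SPA over VEH (adjusted p = 1.3e-19 from camera on the edgeR fit), with 54 genes lower, 52 of them past an adjusted p of 0.01 over all genes and 52 adjusted over the list alone. From SPA 5d to SPA 26d its median rose by 0.23 (adjusted p = 0.00052), with 40 genes higher and 18 lower. With library size only the rise was 0.37. With an estimated inter-gene correlation this rise was not past the threshold (adjusted p = 0.15 from camera), and under fry it was (adjusted p = 0.00016). SPA 26d libraries were under VEH 26d libraries, with a median of -0.17 (adjusted p = 1.1e-05, and 0.090 with the estimated correlation), and VEH 26d libraries were under VEH 5d libraries by a median of -0.34 (adjusted p = 6.7e-10). With library size only this last median was -0.13, still past the threshold, and random lists matched on GC content, length and expression had a median of -0.19 (95% of them from -0.28 to -0.092), so part of the fall was not particular to the list. The difference between the effects of SPA on the 2 days was tested as an interaction, with a median of 0.55 (adjusted p = 2.9e-18). IPO4 had 6 counts or fewer in both VEH 5d libraries, and with it at its bound the day 5 median was -0.69.
MYC (ENSG00000136997, chromosome 8, 127735434 to 127742951 in GRCh38) had 283 ± 3.60 CPM (SD, n = 2) in VEH 5d, 98.2 ± 2.51 in SPA 5d, 303 ± 3.75 in VEH 26d and 316 ± 15.9 in SPA 26d. Its log2 fold change over VEH was -1.53 after 5 days (SE 0.051, adjusted p = 4.9e-23 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 0.06 after 26 days (SE 0.049, adjusted p = 0.39). PVT1 (ENSG00000249859, chromosome 8, 127794526 to 128187101), a long non-coding RNA, had 9.29 ± 1.31 CPM in VEH 5d, 3.94 ± 0.196 in SPA 5d, 20.0 ± 0.930 in VEH 26d and 18.6 ± 0.485 in SPA 26d. Its log2 fold change was -1.24 after 5 days (SE 0.13, adjusted p = 6.0e-10 from edgeR) and -0.11 after 26 days (SE 0.10, adjusted p = 0.47 from edgeR). It rose by 2.24 from SPA 5d to SPA 26d and by 1.10 from VEH 5d to VEH 26d. PCAT1 (ENSG00000253438, chromosome 8, 126556323 to 127419050), also a long non-coding RNA, was at 9.22 ± 1.35, 7.18 ± 0.89, 12.5 ± 0.867 and 10.8 ± 0.439 CPM in VEH 5d, SPA 5d, VEH 26d and SPA 26d. Its log2 fold change after 5 days, -0.36 (SE 0.13, adjusted p = 0.020 from edgeR), was not past the threshold, and ranged from -0.51 without VEH 5d replicate 1 to -0.21 without VEH 5d replicate 2. PCAT1 rose by 0.59 from SPA 5d to SPA 26d (SE 0.13, adjusted p = 0.00019 from edgeR) and by 0.44 between the vehicle groups (SE 0.13, adjusted p = 0.0042 from edgeR), and its effect of SPA did not differ detectably between days (interaction 0.15, adjusted p = 0.57 from edgeR).
Correlations were computed over the 6 libraries outside SPA 5d. This was fixed before the data were examined, in case the SPA 5d libraries formed a cluster of their own, and they did. In these 6 MYC ranged only from 280 to 327 CPM, so they cannot test whether either RNA falls and returns with MYC under SPA. MYC and PVT1 had a Pearson r of 0.82 (exact permutation test over 720 pairings, two-sided, p = 0.042, adjusted p = 0.083 over 2 relations) and a Spearman rho of 0.60 (exact permutation p = 0.24, adjusted p = 0.24). MYC and PCAT1 had an r of 0.53 (exact permutation p = 0.27, adjusted p = 0.27) and a rho of 0.66 (exact permutation p = 0.18, adjusted p = 0.24). These 6 libraries were replicate pairs of VEH 5d, VEH 26d and SPA 26d, whereas the permutations treated them as exchangeable. The permutation p-values may therefore be too small. The r depended on the scaling, and with library size only it was 0.95 for PVT1 and 0.83 for PCAT1 (exact permutation, adjusted p = 0.053 for each). Over all 8 libraries, the SPA 5d cluster included, the Pearson r with MYC was 0.915 for PVT1 and 0.827 for PCAT1, given without a test. Chromatin accessibility was not analysed here.

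**Figure D3:**
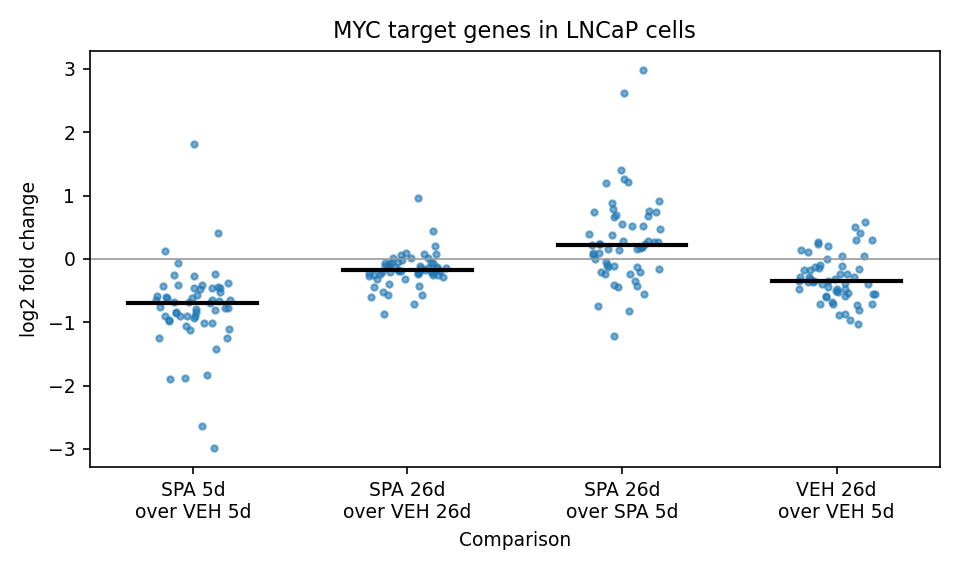
Log2 fold change (y axis) of 57 MYC target genes in 4 comparisons between LNCaP groups (x axis). Points are genes, without IPO4, which is near 0 counts in VEH 5d, and lines are the medians of the list, at -0.69, -0.17, 0.23 and -0.34 from left to right.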

MYC target gene sets were globally reactivated following development of resistance to SPA (Supplemental Figure 9D), and *MYC* reexpression was associated with reexpression of *PCAT1* and *PVT1* (Supplemental Figure 10A) and reorganization of 8q24 SE accessibility (Supplemental Figure 10B). Dual inhibition of MYC by SPA and the bromodomain inhibitor JQ1 resulted in greater suppression of *MYC* mRNA expression and a longer duration of growth arrest of LNCaP cells than was seen with treatment with SPA alone (Supplemental Figure 11, A and B). This suggests that loss of suppression of MYC was driving acquired resistance to SPA. To determine whether downregulation of AR was driving the loss of MYC suppression and development of acquired resistance, we constitutively expressed AR in LNCaP and LN95 cells (Figure 5H and Supplemental Figure 12A). LNCaP-AR and LN95-AR cells exhibited enhanced suppression of MYC by SPA (Figure 5H and Supplemental Figure 12A), followed by extensive vacuolization (Supplemental Figure 13) and cell death, not resistance (Figure 5I and Supplemental Figure 12B). This indicates that downregulation of AR is a mechanism of acquired resistance to SPA in vitro.

In the patient samples, we saw that BAT induced strong downregulation of AR protein in most patients (Figure 6, A and B). The change in AR protein levels correlated with the change in *AR* mRNA on BAT (Figure 6C), suggesting that ligand-bound AR inhibits AR gene transcription in patients, as previously described in vitro (31). Higher preBAT AR predicted a greater decrease in AR by BAT (Figure 6D). This might be explained by a threshold effect; effectively, BAT decreases AR to a threshold minimum level below which AR is not further suppressed by BAT. These data demonstrate that adaptive downregulation of AR occurs in patients and might lead to acquired resistance to BAT over time. This mechanism is consistent with an emerging conceptual idea that acquired resistance to cancer therapy is often driven by plastic (i.e. reversible) cellular alterations, rather than gene mutation (32). Overall, these data suggest that low AR expression and activity is a mechanism of primary and acquired resistance to BAT (Figure 6E).

### AR inhibition resensitizes prostate cancer to SPA.

We have previously reported that patients whose cancer has progressed while on BAT appear to have enhanced clinical responses to subsequent AR inhibition (6–9). For example, in the TRANSFORMER study, patients with mCRPC who had not received prior BAT exhibited a PSA_50_ response rate of 25% and median response duration of 3.8 months while on the AR inhibitor enzalutamide, while patients who had progressed on BAT exhibited a PSA_50_ response rate of 78% and median duration of response of 10.9 months while on enzalutamide (9). Similarly, LNCaP-SPAR cells were more growth-inhibited by enzalutamide compared to parental LNCaP (Figure 7, A and B). This may be due to a reduction in AR abundance due to prior treatment with SPA (Figure 5F), thereby sensitizing cells to AR inhibition. Notably, enzalutamide treatment resulted in adaptive upregulation of AR in both cell lines (Figure 7C) and enhanced downregulation of MYC (Figure 7D) and growth inhibition by subsequent treatment with SPA (Figure 7E). This indicates that acquired resistance to SPA can be overcome by the use of AR inhibitors like enzalutamide to induce adaptive upregulation of AR.

While BAT was originally designed to cycle testosterone levels with the intention of minimizing adaptation to high or low levels of androgens, these data suggest that there may be clinical benefit to more extreme oscillation of AR activity by alternating the use of SPA with an AR inhibitor. To test this therapeutic strategy, we used a patient-derived xenograft (PDX) model derived from a metastasis of a patient with CRPC and adapted to grow in a castrated mouse (SkCaP-1R) (33). This PDX, which expresses high AR and the AR splice-variant AR-V7 and is resistant to the second generation androgen signaling inhibitors abiraterone and enzalutamide (33), initially regressed in response to SPA, but acquired resistance after about 5 months (Figure 7F). Regression was associated with an almost complete loss of MYC expression, while acquired resistance was associated with a decrease in AR and return of MYC expression (Figure 7, G and H). SPA suppressed mRNA expression of *AR* and *AR-V7* as early as 21–30 days (Figure 7, G–I). Notably, when SPA was alternated every 21 days with enzalutamide (SPA-ENZA), this PDX did not acquire resistance after 160 days of observation (Figure 7F). Subcutaneous tissues from the animals that received SPA-ENZA for 160 days were analyzed histologically and nests of cancer cells were observed, but these cells lacked significant staining for the proliferation marker Ki-67 (Figure 7H). These data suggest that repeat cycling of SPA and AR inhibition may prevent the development of acquired resistance and lead to more durable growth inhibition of prostate adenocarcinoma.

## Discussion

Previous clinical studies have demonstrated that BAT can be an effective therapy for some patients with mCRPC. This study assessed the molecular mechanisms that drive the efficacy of BAT. Our results indicate that high prostate cancer AR activity is required for tumor regression by BAT, which occurs in part through downregulation of MYC. High AR expression was required for downregulation of MYC and growth inhibition by SPA in vitro, as knock down of AR in SPA-sensitive LNCaP cells rescued MYC downregulation and cell cycle arrest following treatment with SPA. Knock-down of AR in these cells achieved AR levels comparable to LAPC4 and 22RV1 cell lines, which exhibit primary resistance to SPA. In patient samples, high AR activity was similarly required for anti-tumor activity of BAT, as there was no patient with a low ARA_MW_ score (defined by our cut-off of less than 0.6) who exhibited significant downregulation of MYC and/or clinical evidence of tumor regression by BAT. Moreover, the prevalence of this biomarker — an ARA_MW_ score greater than 0.6 — among patients with mCRPC in the SU2C/PCF data accurately estimated prior assessments of BAT efficacy in larger clinical trials. If the ARA_MW_ score biomarker is required for a PSA_50_ response to BAT, and the PSA_50_ response rate among biomarker-positive patients is 70%, then the predicted PSA response rate to BAT among patients with mCRPC is 25.6% (i.e., 36.5% × 70%). This is consistent with the measured PSA_50_ BAT-response rate of 24.3% among 173 patients with mCRPC across 2 clinical trials (7–9), and it provides further plausibility that the ARA_MW_ score can predict response to BAT. Together, our results suggest that an ARA_MW_ score greater than 0.6 is required for clinical benefit from BAT, and this gene expression score could function as a biomarker for patient selection if validated. A limitation to the use of this biomarker is that it requires fresh tumor tissue, which can be difficult to obtain in some patients. Therefore, investigation into alternative surrogate biomarkers using molecular imaging or circulating tumor markers may be clinically useful.

We also observed that primary resistance to SPA can be overcome by forced overexpression of AR in LAPC4 and 22Rv1 cells in vitro. Similarly, Litvinov et al. previously demonstrated that forced overexpression of AR in PC3 cells confers sensitivity to growth inhibition by SPA (34). It should be noted, however, that high AR activity may not be universally sufficient to confer sensitivity of prostate cancer to SPA, as DU145 cells transduced to express high AR remain resistant to growth inhibition by SPA, even with high AR overexpression (34). We observed that 3 of 15 patients in our cohort had ARA_MW_ scores greater than 0.6 but did not obtain a PSA_50_ or objective response to BAT. While these 3 patients did not meet guideline definitions for a clinical response to BAT, 2 of these patients experienced prolonged overall survival following BAT, most similar to patients who did exhibit a clinical response. This suggests that biochemical and objective responses may not predict overall benefit from BAT for some patients. Nonetheless, it seems that while high AR activity is required for prostate cancer growth inhibition by BAT, it may not be sufficient, and future studies should assess additional factors that are required to confer sensitivity to BAT.

A subtlety of our findings is that tumor AR activity, but not AR abundance, predicted clinical outcomes for patients on BAT. We developed a quantitative method using IHC to measure AR abundance in tissue. AR protein abundance was highly correlated with *AR* mRNA abundance by RNA-Seq data, but not with AR activity. This supports prior work showing that factors beyond AR protein abundance determine AR activity (28, 35). These factors may include AR gene mutations that alter protein activity and/or abundance of coregulators that can amplify or diminish AR function. A better understanding of the regulation of AR activity may allow for the development of strategies to boost and sustain AR activity in order to enhance sensitivity to BAT.

A key question to understanding BAT is: what are the molecular events that result in regression of tumors with high AR activity? Our results suggest that SPA/BAT can significantly downregulate MYC expression, and this occurs only in prostate cancer with high AR activity. This is in accordance with prior reports that demonstrate the ability of SPA to downregulate MYC in prostate cancer cell lines (1, 13–15), but is the first evidence that this phenomenon occurs in patients. Guo et al. recently showed that SPA can result in repression of MYC transcription in prostate cancer cell lines with high AR expression by altering SE activity on 8q24 (13). In support of this mechanism, we show that in patient samples, the change in MYC expression following BAT directly correlates with the change in expression of genes coregulated by SEs on 8q24. Interestingly, Guo et al. also demonstrate that repression of MYC by SPA occurs through a process independent of AR DNA binding (13). This may suggest that highly active ligand-bound AR can bind and sequester, or squelch, factors required for transcription of MYC. The identification of these factors that become limiting for MYC transcription following BAT may lead to the testing of combination therapy strategies to concurrently target these factors with BAT with a goal of achieving greater therapeutic efficacy. Notably, we find that forced constitutive expression of MYC in SPA-sensitive cell lines only achieves a partial rescue of growth inhibition by SPA. This suggests that downregulation of MYC contributes to, but is not the sole mechanism of, growth inhibition by SPA/BAT. We anticipate that MYC-independent maladaptive effects of SPA may also contribute to growth inhibition, such as AR inhibition of DNA relicensing during mitosis (16), AR-mediated DNA damage (12, 17), and induction of ferroptosis and immunogenic cell death (18).

Acquired resistance is a significant limitation to the use of BAT. We show that acquired resistance to SPA can be driven by downregulation of AR in vitro. BAT induced downregulation of AR mRNA and protein in most patients in our study, consistent with prior reports indicating that ligand-bound AR exhibits negative autoregulation at the level of *AR* gene transcription (31). We found that acquired resistance could be prevented in the SPA-sensitive cell line LNCaP through constitutive AR expression, which is not subject to negative autoregulation. Therefore, methods to prevent AR negative autoregulation have the potential to prevent acquired resistance to BAT. To our knowledge, no such methods currently exist, however, AR-axis inhibitors are widely known to induce adaptive upregulation of AR in patients with CRPC (10, 11). Thus, we tested sequential treatment of prostate cancer models with SPA followed by the AR inhibitor enzalutamide. Our results indicate that acquired resistance to SPA can be overcome by treatment with enzalutamide, which induced upregulation of AR and increased susceptibility to SPA.

This study indicates that prostate cancer engages in classical endocrine negative feedback loops to titrate AR to match the abundance of ligand. Our results suggest that these feedback loops generate vulnerabilities that researchers might be exploited therapeutically. To test this clinically, we have initiated a clinical trial in which patients are repeatedly switched from BAT to enzalutamide to BAT, entitled, “Sequential Testosterone and enzalutamide Prevents Unfavorable Progression (STEP-UP)” (NCT04363164). By shifting the treatment strategy to anticipate resistance, this dynamic protocol is an attempt to use game theory (36) to minimize resistance and maximize physician control of prostate cancer growth.

Some of the limitations of our study are that it included a relatively small number of patients and was restricted to patients and models of prostate adenocarcinoma. While some have postulated that BAT may reverse transdifferentiation of prostate adenocarcinoma to neuroendocrine prostate cancer, which can occur as a mechanism of resistance to AR-axis inhibitors (37), we did not assess this possibility in the current study. We anticipate that prostate cancer of diverse histology with low AR activity will not be growth-inhibited by SPA/BAT. However, beyond a direct inhibition of cellular proliferation, it is possible that BAT can alter other cellular behaviors that promote cancer fitness, such as invasion, metastasis, and evasion of the immune system, which may or may not be dependent on cancer cell AR activity. Our study did not directly measure these other processes, although they may be indirectly captured by patient overall survival, which implies that overall benefit from BAT is mainly restricted to tumors with high AR activity. Future studies should assess these effects directly to more fully understand the potential utility of BAT.

Overall, this study may enable rational use of BAT for treatment of mCRPC. We identified a subgroup of patients most likely to benefit from BAT and a strategy to limit acquired resistance to this therapy, which should be validated in clinical trials. Moreover, we believe that this work promotes a new paradigm for treatment of advanced prostate cancer. While the status quo, as it pertains to treatment of advanced prostate cancer, is persistent and potent AR inhibition, this work provides rationale to alternate between AR inhibition and activation with BAT to prolong the lives of patients with this disease.

## Methods

### Cell culture and reagents.

LNCaP and VCaP cell lines were obtained from ATCC. LAPC4 and 22Rv1 cell lines were a gift from J Isaacs (Johns Hopkins, Baltimore). LNCaP, LAPC4, and 22Rv1 were grown in RPMI 1640 (Thermo Fisher Scientific) supplemented with 10% FBS (Corning), sodium lactate 1.6 mM, sodium pyruvate 0.5 mM, L-alanine 0.43 mM, and 1% pen-strep (Thermo Fisher Scientific). VCaP was grown in DMEM (ATCC) supplemented with 10% FBS (Corning), and 1% pen-strep (Thermo Fisher Scientific). Full-length AR cDNA was cloned into the BAMH1/Sal1 site of pLenti-CMV-GFP-Puro (Addgene; 17448, E Campeau and P Kaufman laboratories), and empty vector control was generated through excision of GFP of this plasmid. These vectors, along with pCDH-puro-cMyc vector (Addgene; 46970, J Wang laboratory), pCDH-EF1-FHC empty vector control (Addgene, 64874, R Wood laboratory), piSMARTvector-PGK-TurboGFP-TRE3G-shAR vectors (Horizon; V3IHSPGG_8216343 and V3IHSPGG_7292640) were transfected into 293T cells (ATCC) along with pMD2.G (Addgene) and psPAX2 (Addgene) packaging vectors using lipofectamine (Invitrogen) to produce AR-puro, cMyc-puro, control-puro, and Tet-On-shAR-puro lentivirus particles. 2 days after transduction with the indicated virus, vector-expressing cells were selected with puromycin 1 μg/mL for 72 hours. To constitutively express MYC in LAPC4-AR cells, LAPC4-AR cells were transfected with pCDNA3-HA-HA-human MYC vector (Addgene; 74164, M Roussel laboratory) using lipofectamine (Invitrogen) then selected for stable expression with G418 (Sigma-Aldrich) for 7 days. Cells were maintained at 37°C in 5% CO_2_. The cells regularly tested negative for mycoplasma contamination using MycSensor PCR Assay kit (Agilent Technologies). R1881 was obtained from Sigma-Aldrich, enzalutamide from SelleckChem, and testosterone cypionate from Steraloids.

### Proliferation, cell viability, clonogenic survival, and cell cycle analyses of cell lines.

For proliferation and cell viability assays, cells were plated in triplicate on 6-well (0.1 × 10^6^ cells/well) or 12-well (0.05 × 10^6^ cells/well) plates and incubated with R1881, enzalutamide, or vehicle control for the indicated duration. Cells were counted using a hemocytometer with viability assessed by trypan blue exclusion. For clonogenic survival assessment, cells were plated on 6-well plates at low density (1,500 cells/well) in 1 mL fresh media and 250 μL conditioned media obtained from a confluent flask of the parental cell line. Colonies were stained with crystal violet (Sigma-Aldrich; 0.5% in 20% methanol) after 10–20 days. For cell cycle analysis, cell pellets were resuspended in cold 70% ethanol for a minimum of overnight, then subsequently washed with PBS and resuspended in 50 μg/mL propidium iodide (Sigma-Aldrich) and 100 μg/mL RNAse (Sigma-Aldrich) and run on the BD FACSCelesta flow cytometer with analysis using FlowJo software 10.4.2.

### Western blot analyses.

Cells or tissues were lysed with 1 × denaturing lysis buffer (Cell Signaling Technology) containing protease and phosphatase inhibitors (Roche). Protein concentration was determined using the Pierce BCA Protein Assay kit (Thermo Fisher Scientific), and 5–20 μg of lysate was resolved on a SDS-PAGE gel and transferred to a nitrocellulose membrane. Membranes were blocked with 5% milk for 1 hour, then incubated with primary antibody overnight. Primary antibodies used were anti-cMYC (Abcam, clone Y69, 1:1,000 dilution), anti-AR (Santa Cruz Biotechnology, clone sc7305, 1:1,000 dilution), anti-PSA (Agilent Technologies, clone A0562, 1:1,000 dilution), anti-vinculin (Sigma-Aldrich, clone V284, 1:2,000 dilution). Anti-rabbit IgG HRP-linked antibody (Cell Signaling Technology, clone 7074S, 1:5,000 dilution) and anti-mouse IgG HRP-linked antibody (Cell Signaling Technology, clone 7076S, 1:5,000 dilution) were used as secondary antibodies. Please refer to Supplemental Figures 14–19 to view full uncut Western blots.

### Quantitative real-time PCR.

RNA was extracted using the RNeasy kit (Qiagen) and cDNA generated using the high-capacity cDNA reverse transcription kit (Thermo Fisher Scientific). Real-time PCR was performed in triplicate using 500 μg cDNA, 10 μL TaqMan Gene Expression Master Mix (Thermo Fisher Scientific), and 1 μL 20 × TaqMan Gene Expression Assay probe mix for *MYC* (Hs00153408_m1), *AR* (Hs00907244_m1), *KLK3* (Hs02576345_m1), and *ACTB* (Hs01060665_g1; Thermo Fisher Scientific) on an ABI7500 Real-Time PCR System (Thermo Fisher Scientific). Relative gene expression was determined by ΔΔCT.

### Clinical trial design and procedures.

The COMbination of BAT and Nivolumab (COMBAT-CRPC; NCT03554317) clinical trial was a single-arm, multicenter, open-label phase II study of BAT in combination with the anti-PD1 agent nivolumab for patients with CRPC that had progressed on at least 1 novel AR-target therapy. The inclusion and exclusion criteria and prespecified study end points were previously described (38). Patients were required to have soft tissue metastases amenable to biopsy to participate. Patients were treated with 3 cycles of BAT — testosterone cypionate 400 mg intramuscular every 28 days — followed by concurrent BAT and 480 mg nivolumab intravenously every 28 days until progression. Paired core needle tumor biopsies were performed prior to treatment and after 3 cycles of BAT monotherapy. Response was assessed with PSA at each cycle, and chest, abdomen, and pelvis CT scans and technetium-99 bone scan every 3 cycles.

### Mouse models and tumor studies.

Male NSG mice aged 8–12 weeks were obtained from the Sidney Kimmel Comprehensive Cancer Center Animal Core Facility and surgically castrated. SKCaP PDX tissue was minced, mixed with Matrigel (BD Biosciences) and implanted subcutaneously on the flank. Testosterone was administered by implantation of a slow-release subcutaneous pellet in the opposite flank. Pellets were assembled using 25 mm sections of Silastic Laboratory tubing, filled with 30 mg testosterone cypionate (Steraloids), sealed on both ends with Silastic Medical Adhesive Type A, then sterilized. Enzalutamide (SelleckChem) was administered by oral gavage 10 mg/kg/day in 200 μL 1% carboxymethyl cellulose, 0.1% Tween-80, 5% DMSO. Tumors were measured twice weekly using microcalipers, and tumor volume was calculated using the following formula: 0.5236 × L × W × H. At study completion, the mice were euthanized and the tumors were extracted. Tumors were flash frozen for subsequent lysis for immunoblot analyses and formalin-fixed for subsequent IHC analyses. All mice were housed in the Johns Hopkins animal facility.

### Data availability.

The sequencing data described have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE213444.

### Statistics.

Results are displayed as mean ± SD, unless otherwise indicated. Statistical comparison between groups was performed using a 2-tailed Student’s *t* test using GraphPad Prism v8.0 software. Statistical comparisons of proportions were performed using a Chi-squared test. Statistical comparisons of time-to-event data were performed using Kaplan-Meier analysis with log-rank test using GraphPad Prism v8.0. Analysis of correlation was performed using Pearson’s correlation calculation. *P* values less than 0.05 were considered statistically significant.

### Study approval.

The COMbination of BAT and Nivolumab (COMBAT-CRPC; NCT03554317) clinical trial was approved by the IRBs at Johns Hopkins, Dana Farber, and University of San Francisco, and all accrued patients provided written informed consent. For animal studies, we have complied with all relevant ethical regulations in accordance and approved by the Johns Hopkins IACUC.

## Author contributions

LAS, ESA, AMD, JTI, MCM, and SRD conceptualized the study. LAS, RK, DES, ESA, AMD, JTI, MCM, and SRD developed the methodology. LAS, RK, DES, EAT, DMR, SLD, LA, YY, CGA, JLH, TJ, KAB, JNE, JM, AG, and AS performed the experiments. LAS and DES visualized the study. ESA, SKK, and SRD acquired funding for the project. SY, JL, WNB, SKK, ESA, AMD, JTI, MCM, SRD supervised the study. LAS wrote the original draft of the manuscript. All authors were responsible for reviewing and editing the manuscript. The order of co–first authors was determined based on their contributions to the manuscript.

## Supplementary Material

Supplemental data

## Figures and Tables

**Figure 1:**
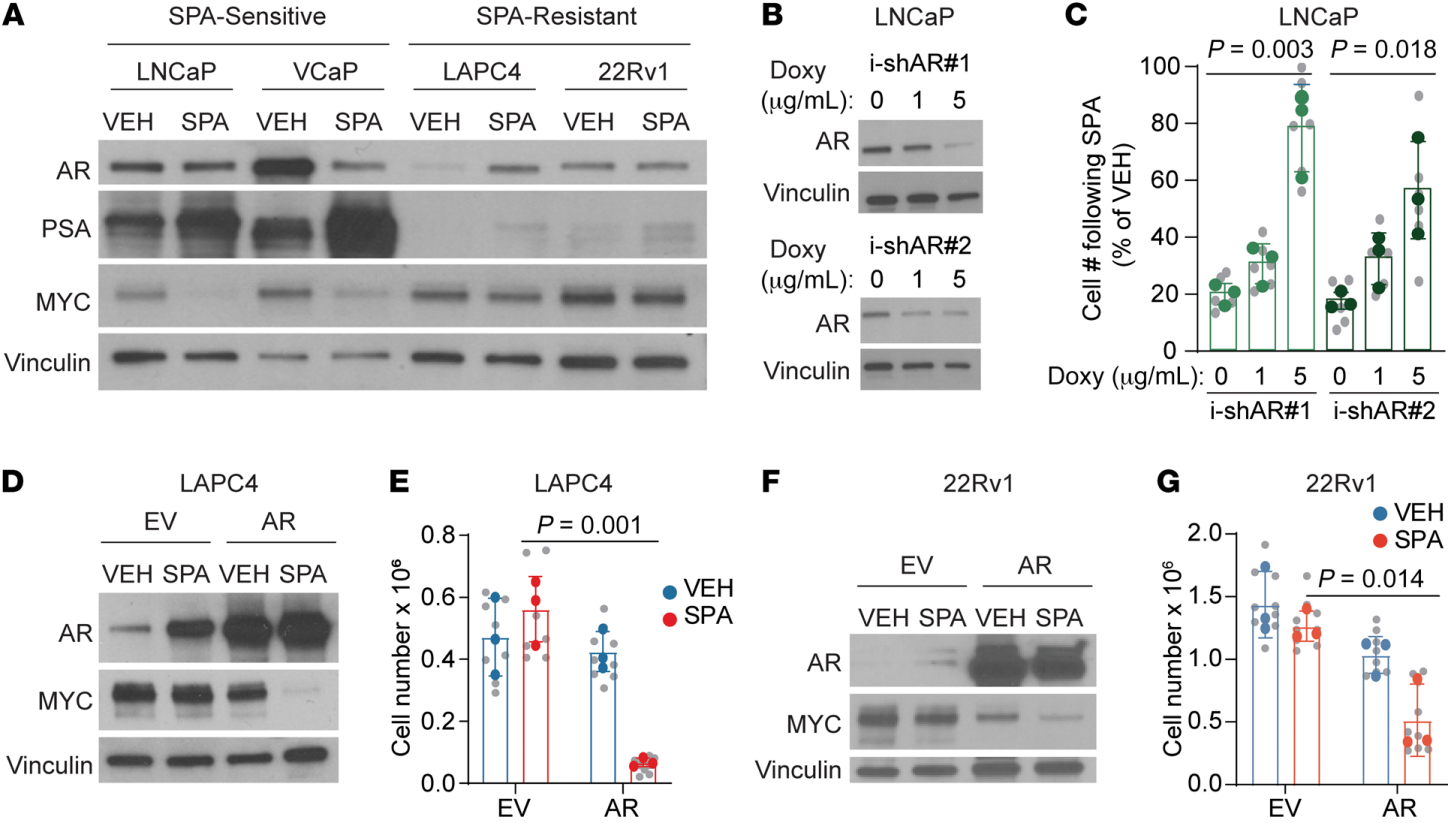
High pretreatment AR activity is required and sufficient for growth inhibition by SPA. (**A**) AR, PSA, and MYC protein expression by Western blot of prostate cancer cell lines treated with VEH or SPA for 72 hours. Representative blot of *n* = 3 independent experiments. (**B**) AR protein expression by Western blot of LNCaP cells expressing doxycycline-inducible shRNA against AR pretreated with the indicated concentration of doxycycline (doxy) for 72 hours. Representative blot of *n* = 2 experiments. (**C**) Viable cell counts of LNCaP-shAR pretreated with indicated concentration of doxycycline for 72 hours then VEH or SPA for 96 hours (*n* = 3 independent experiments). (**D**) AR and MYC protein expression by Western blot of LAPC4 expressing empty vector (EV) or AR treated with VEH or SPA for 7 days. Representative blot of *n* = 3 independent experiments. (**E**) Viable cell counts of LAPC4-EV and LAPC4-AR cell lines treated with VEH or SPA for 7 days (*n* = 3 independent experiments). (**F**) AR and MYC protein expression by Western blot of 22Rv1 cells expressing empty vector (EV) or AR treated with VEH or SPA for 4 days. Representative blot of *n* = 3 independent experiments. (**G**) Viable cell counts of 22Rv1-EV and 22Rv1-AR cell lines treated with VEH or SPA for 7 days (*n* = 3 independent experiments). VEH, vehicle control EtOH 0.01%. SPA, R1881 10nM. (**C**, **E**, **G**) *P* value by unpaired 2-tailed *t* test comparing final cell counts. Biological replicates indicated in gray with mean of each independent experiment in color. i-shAR, inducible-short hairpin RNA against AR. For Western blots, vinculin was used as a loading control.

**Figure 2:**
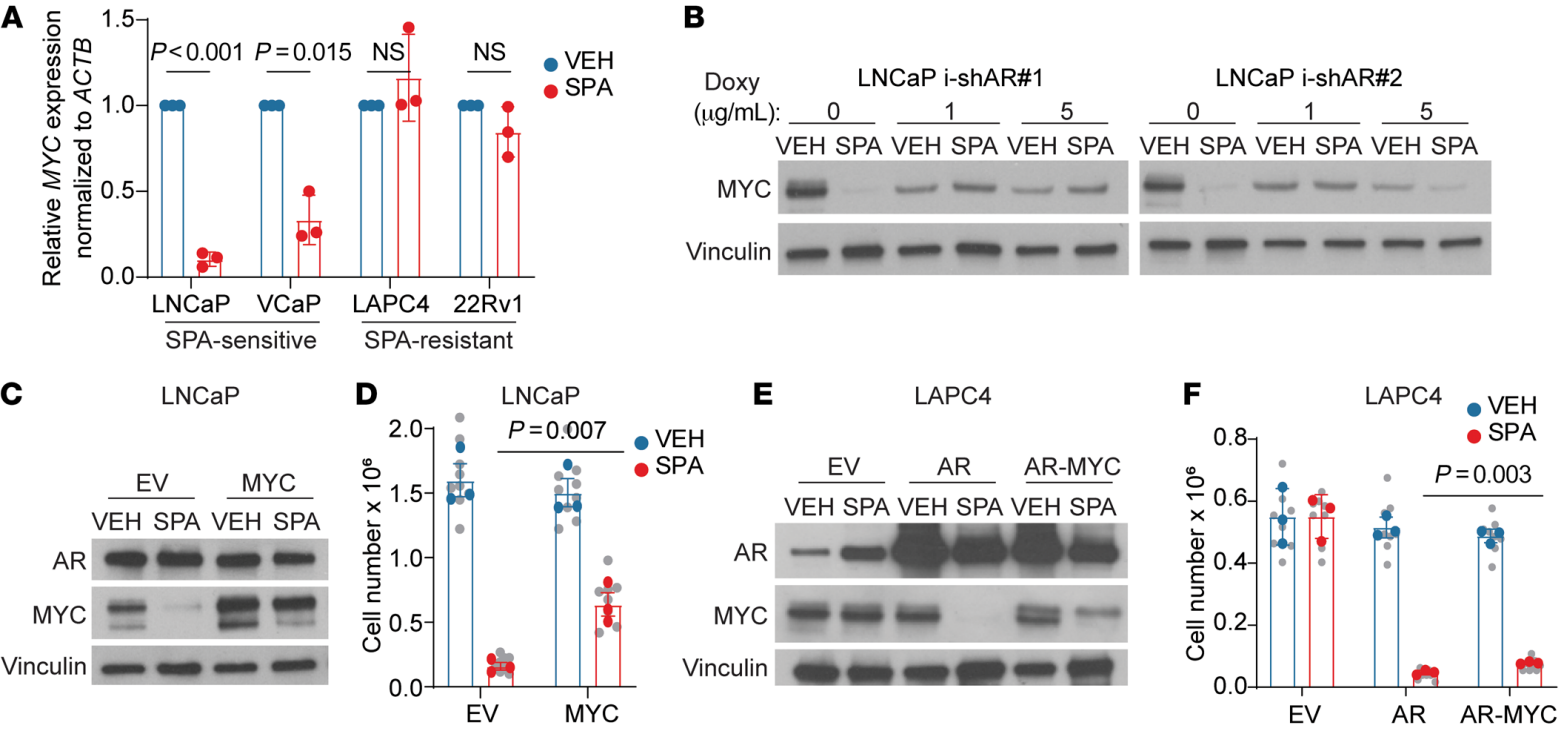
High pretreatment AR activity is required for downregulation of MYC by SPA, which contributes to growth inhibition. (**A**) *MYC* mRNA expression by quantitative PCR (qPCR) of prostate cancer cell lines treated with VEH or SPA for 72 hours (*n* = 3 independent experiments). Ct value was first normalized to *ACTB* for each sample, then to VEH for each cell line, and expressed as mean ± SD with *P* values were determined by unpaired 2-tailed *t* test with Welch correction for unequal variances. (**B**) MYC protein expression by Western blot of LNCaP cells expressing doxycycline-inducible shRNA against AR pretreated with indicated concentration of doxycycline (doxy) for 72 hours then VEH or SPA for 96 hours. Representative blot of *n* = 2 experiments. (**C**) AR and MYC protein expression by Western blot of LNCaP-empty vector (LNCaP-EV) and LNCaP-MYC cell lines treated with VEH or SPA for 72 hours. Representative blot of *n* = 3 independent experiments. (**D**) Viable cell counts of LNCaP-EV and LNCaP-MYC cell lines treated with VEH or SPA for 7 days (*n* = 3 independent experiments). *P* value was determined by unpaired 2-tailed *t* test. Biological replicates are indicated in gray with the mean of each independent experiment in color. (**E**) AR and MYC expression by Western blot of LAPC4-EV, LAPC4-AR, and LAPC4-AR-MYC cell lines treated with VEH or SPA for 7 days. Representative blot of *n* = 3 independent experiments. (**F**) Viable cell counts of LAPC4-EV, LAPC4-AR, and LAPC4-AR-MYC cell lines treated with VEH or SPA for 7 days (*n* = 3 independent experiments). *P* value was determined by unpaired 2-tailed *t* test. Biological replicates indicated in gray with the mean of each independent experiment in color. VEH, vehicle control, EtOH 0.01%. SPA, R1881, 10nM. For Western blots, vinculin was used as a loading control.

**Figure 3:**
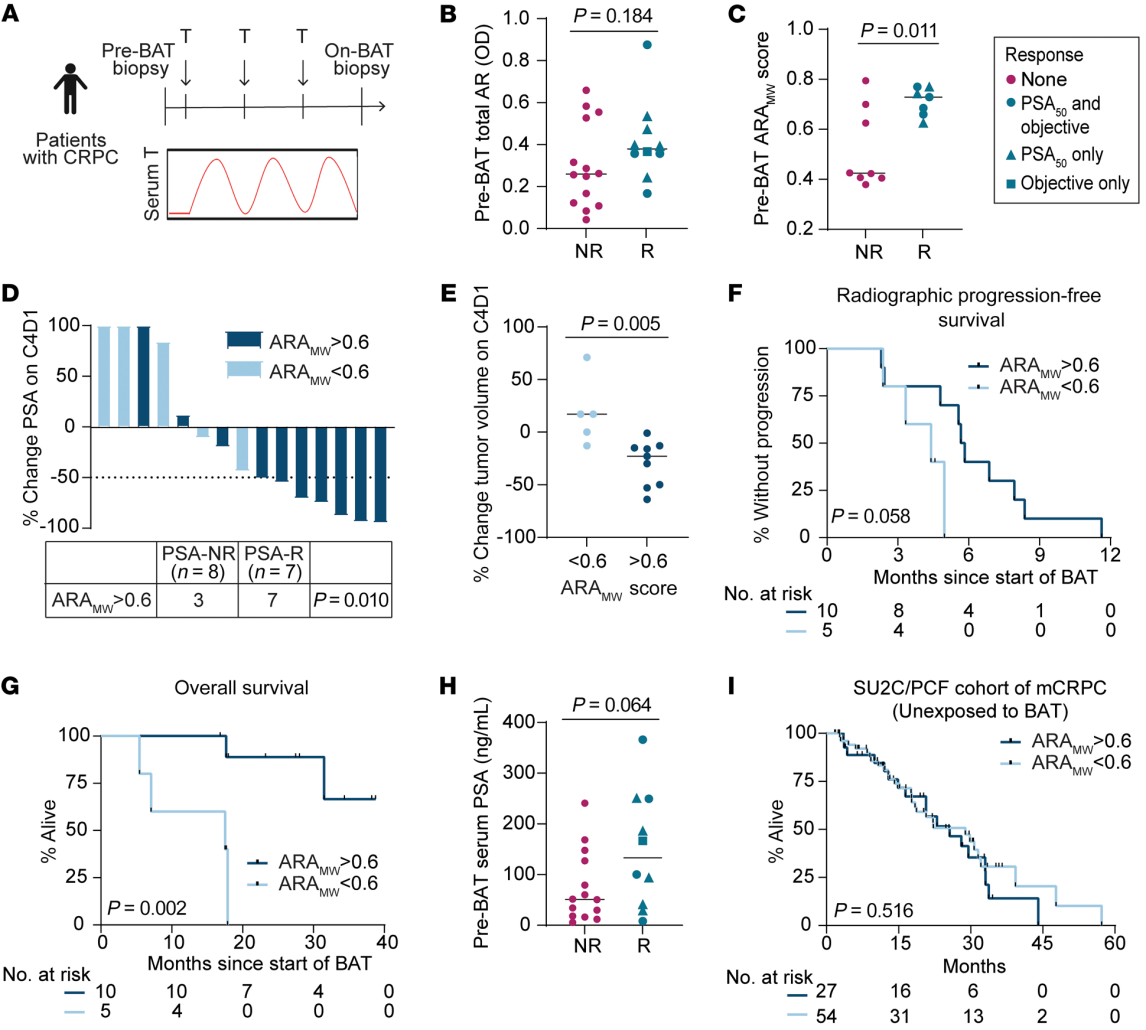
High pretreatment AR activity predicts clinical benefit from BAT. (**A**) Clinical trial design. CRPC, castration-resistant prostate cancer. BAT, Bipolar Androgen Therapy. T, testosterone. (**B**) PreBAT total AR OD by image analysis among nonresponders (NR) and responders (R) with median indicated by line (*n* = 24). Responders are those with a PSA_50_ response or objective response on C4D1. *P* values determined by unpaired 2-tailed *t* test. (**C**) PreBAT ARA_MW_ score among NR and R with median indicated by line (*n* = 15). *P* values determined by unpaired 2-tailed *t* test. (**D**) Percent change in PSA on C4D1 color-coded by ARA_MW_ score. PSA_50_ response indicated by dashed line. p value by Chi-squared comparison of proportions. (**E**) Percent change in tumor volume on C4D1 by ARA_MW_ score. *P* values determined by unpaired 2-tailed *t* test. (**F**) Radiographic progression-free survival on BAT stratified by ARA_MW_ score. *P* value determined by log-rank. (**G**) Overall survival on BAT stratified by ARA_MW_ score. *P* value determined by log-rank. (**H**) PreBAT serum PSA among NR and R with median indicated by line (*n* = 24). *P* value determined by unpaired 2-tailed *t* test. (**I**) Overall survival of patients in the SU2C/PCF cohort (*n* = 81) stratified by ARA_MW_ score. *P* value determined by log-rank.

**Figure 4:**
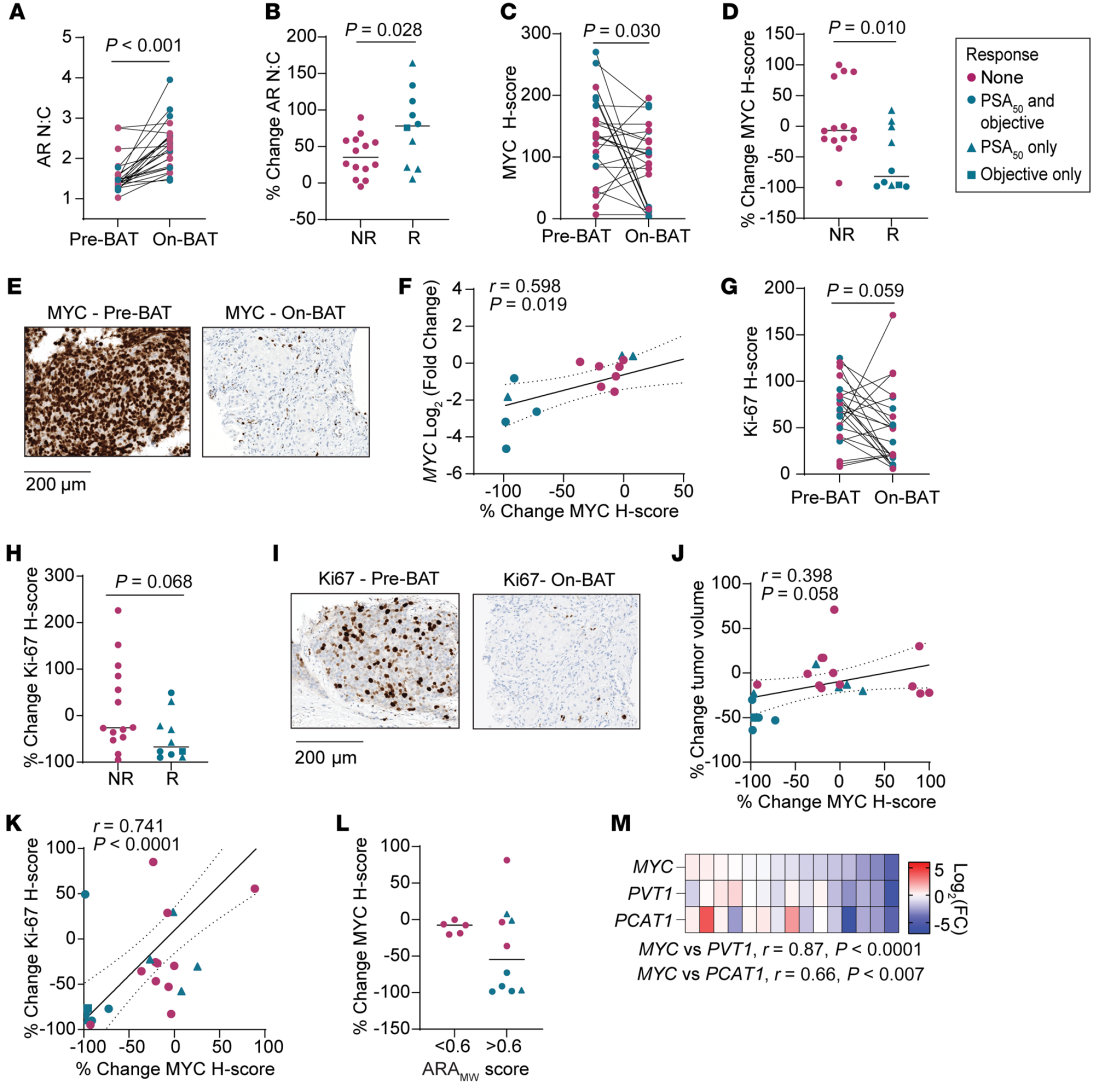
BAT downregulates MYC in responding patients. (**A**) AR nuclear-to-cytoplasmic ratio (AR N:C) in paired tumor biopsies (*n* = 24). (**B**) Percent change in AR N:C among nonresponders (NR) and responders (R) with median indicated by line. (**C**) MYC H-score in paired tumor biopsies (*n* = 24). (**D**) Percent change in MYC H-score among NR and R with median indicated by line. (**E**) Example of IHC for MYC in paired biopsy samples from a responding patient. Scale bar: 200 μm. (**F**) Correlation of *MYC* RNA change from C1D1 to C4D1 with MYC protein change from C1D1 to C4D1 (*n* = 15). (**G**) Ki-67 H-score in paired tumor biopsies (*n* = 24). (**H**) Percent change in Ki-67 H-score among NR and R with median indicated by line. (**I**) Example of IHC for Ki-67 in paired biopsy samples from a responding patient. (**J**) Correlation of percent change in tumor volume from C1D1 to C4D1 with MYC protein change from C1D1 to C4D1 (*n* = 23; 1 patient excluded for lack of measurable disease). (**K**) Correlation of percent change in Ki-67 H-score with percent change in MYC H-score (*n* = 24). (**L**) Percent change in MYC H-score stratified by ARA_MW_ score (*n* = 15) with median indicated by line. (**M**) Correlation of change in expression of genes within the 8q24 TAD with change in MYC expression (*n* = 15). (**A**, **C**, **G**) *P* value determined by paired 2-tailed *t* test. (**B**, **D**, **H**) *P* value determined by unpaired 2-tailed *t* test. (**F**, **J**, **K**, and **M**) *r* and *P* values determined by Pearson’s correlation calculation.

**Figure 5:**
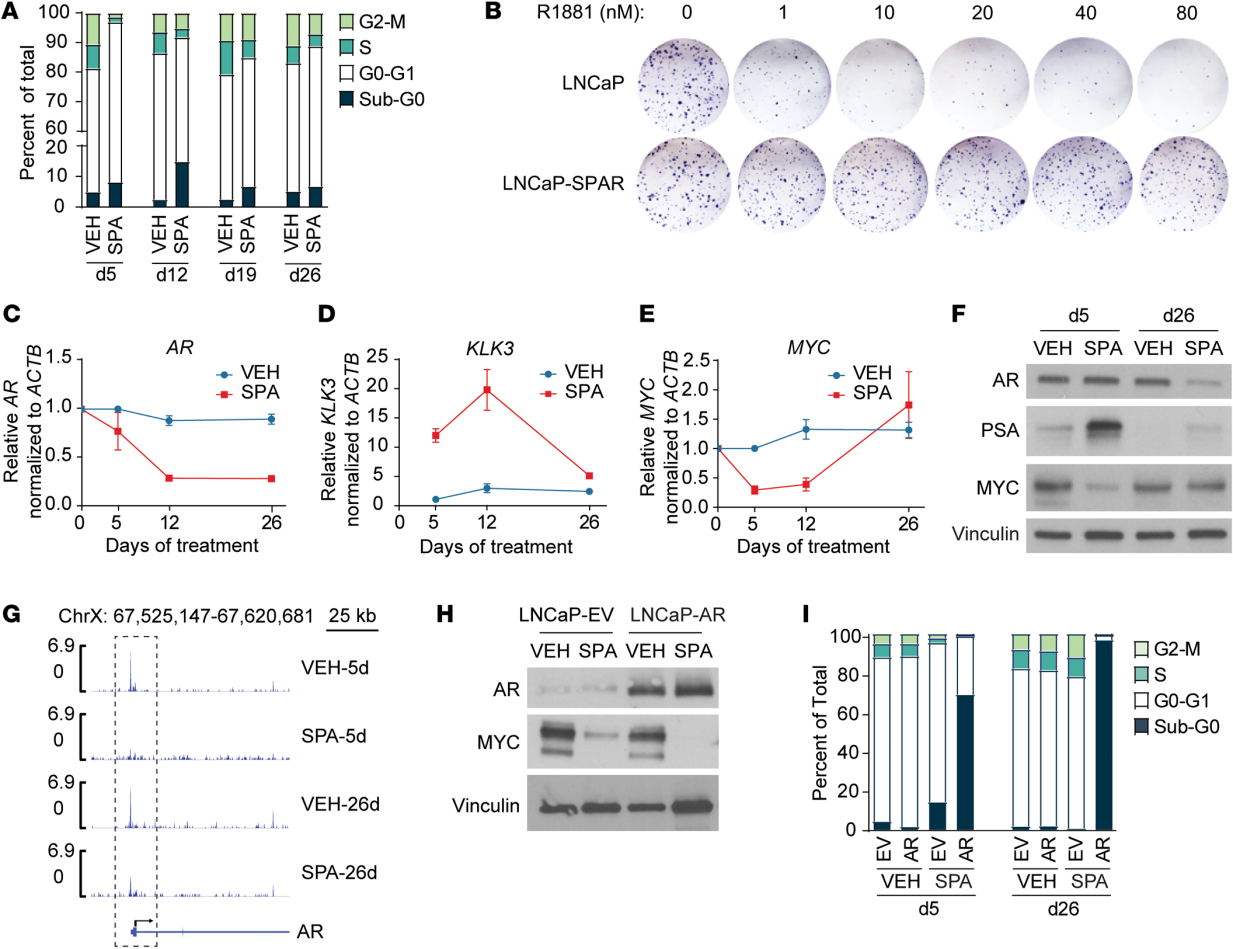
Downregulation of AR drives acquired resistance to SPA. (**A**) Cell cycle analysis by propidium iodide staining of LNCaP cells treated with VEH or SPA. Average values of *n* = 2 independent experiments. (**B**) Clonogenic survival of LNCaP cells treated for 26 days with VEH or SPA, followed by 7 days rest without treatment, then treatment with dose of R1881 as indicated. Representative photograph of *n* = 2 independent experiments. (**C**–**E**) *AR, KLK3,* and *MYC* mRNA expression by qPCR of LNCaP cells treated with VEH or SPA (*n* = 3 independent experiments). Ct values were normalized to *ACTB* for each sample, then to VEH × 5 days, and expressed as median ± SD with *P* values determined by unpaired 2-tailed *t* test. (**F**) AR, PSA, and MYC protein expression by Western blot of LNCaP cells treated with VEH or SPA for 5 or 26 days. Representative blot of *n* = 3 independent experiments. (**G**) Chromatin accessibility by ATAC-Seq of the AR promoter (dotted box) of LNCaP cells treated with VEH or SPA for 5 or 26 days (performed in duplicate). (**H**) AR and MYC protein expression by Western blot of LNCAP-EV and LNCAP-AR cells treated with VEH or SPA for 72 hours. Representative blot of *n* = 3 independent experiments. (**I**) Cell cycle analysis by propidium iodide staining of LNCaP-EV and LNCaP-AR cells treated with VEH or SPA. Average values of *n* = 3 independent experiments. VEH, vehicle control, EtOH 0.01%; SPA, R1881, 10nM; LNCaP-SPAR, LNCaP with acquired resistance to SPA. For Western blots, vinculin was used as a loading control.

**Figure 6:**
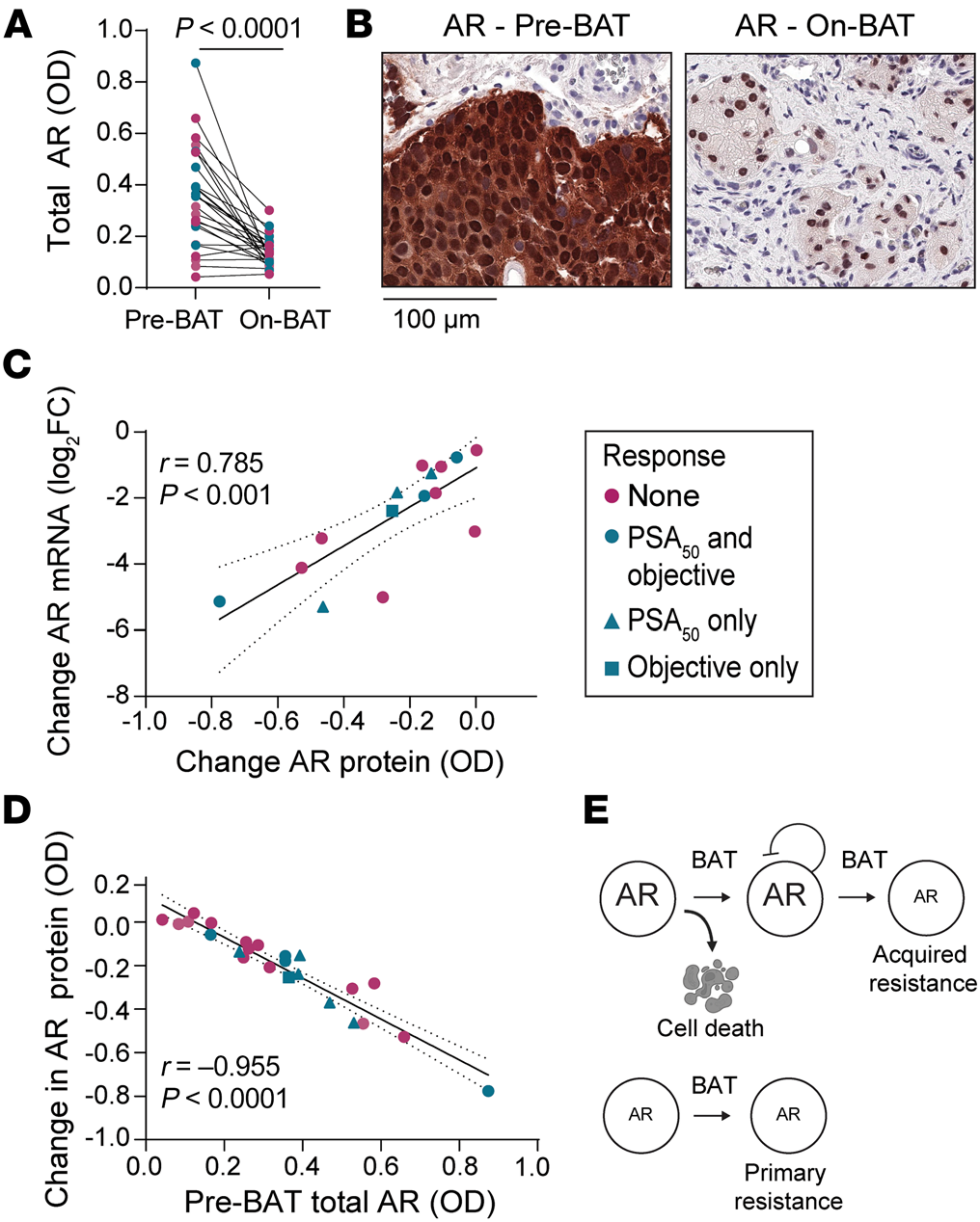
BAT downregulates AR. (**A**) Total AR OD by image analysis in paired tumor biopsies (*n* = 24) color-coded by response. *P* value determined by paired 2-tailed *t* test. (**B**) Example of IHC for AR (1:10,000 antibody dilution) in paired biopsy samples from a responding patient. (**C**) Correlation of *AR* RNA change from C1D1 to C4D1 with AR protein change from C1D1 to C4D1 (*n* = 15). *r* and *P* values determined by Pearson’s correlation calculation. (**D**) Correlation of AR protein change with preBAT total AR OD. *r* and *P* values determined by Pearson’s correlation calculation. (**E**) Schematic model of primary and acquired resistance to BAT.

**Figure 7:**
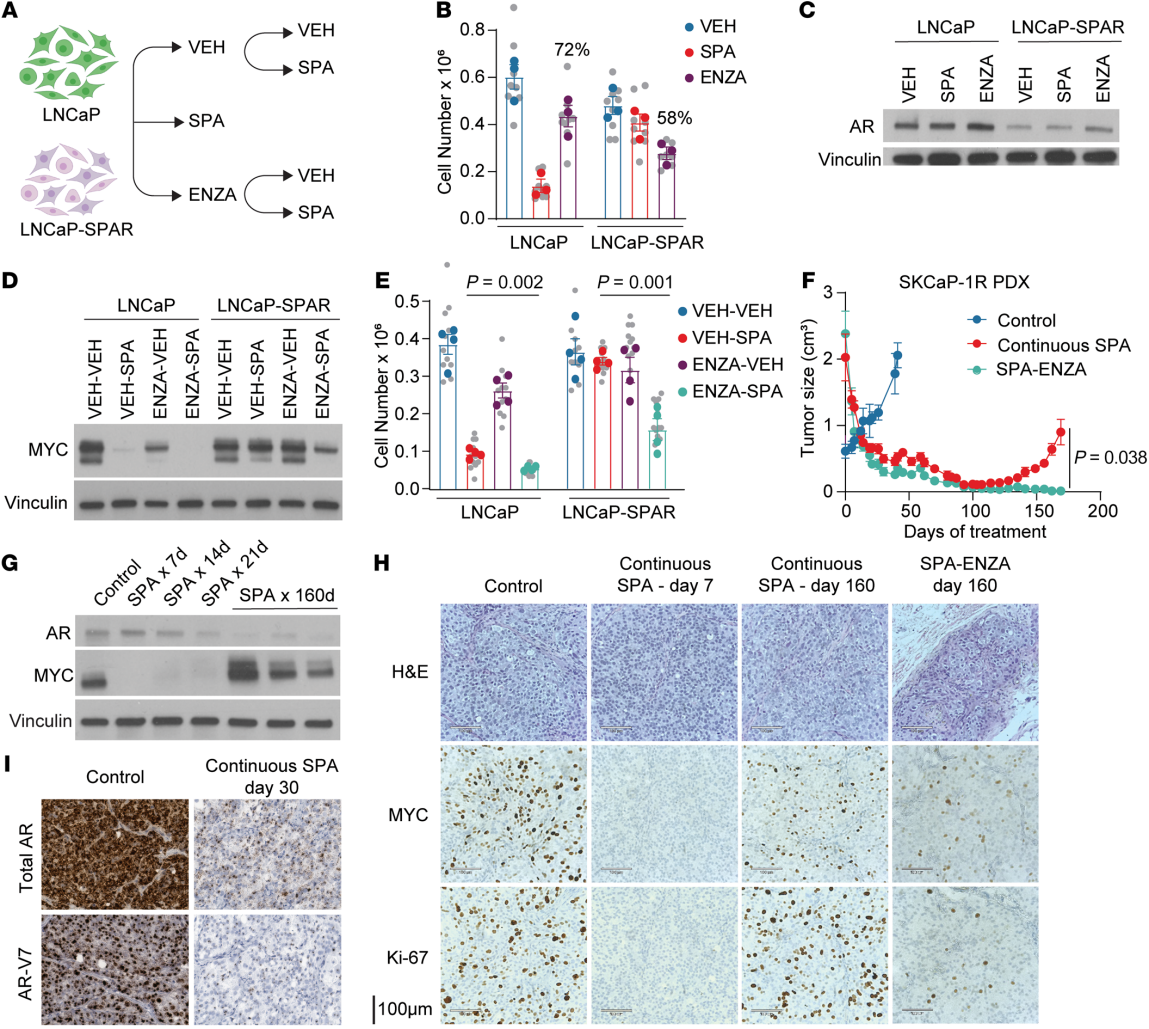
Acquired resistance to SPA can be overcome by alternating between AR activation and inhibition. (**A**) Experimental design schematic. LNCaP-SPAR are LNCaP with acquired resistance to SPA; VEH, vehicle; ENZA, Enzalutamide (**B**) Viable cell number of LNCaP and LNCaP-SPAR cells following treatment with VEH, SPA, or ENZA for 5 days (*n* = 3 independent experiments). Biological replicates indicated in gray with mean of each independent experiment in color. Percent of VEH is indicated for ENZA-treated cells. (**C**) AR protein expression by Western blot of cells treated as indicated in **A**. Representative blot of *n* = 3 independent experiments. (**D**) MYC protein expression by Western blot of LNCaP and LNCaP-SPAR cells following treatment with VEH or ENZA for 5 days followed by VEH or SPA for 5 days. Representative blot of *n* = 3 independent experiments. (**E**) Viable cell number of cells treated as per **D** (*n* = 4 independent experiments). *P* values determined by unpaired 2-tailed *t* test. Biological replicates indicated in gray with mean of each independent experiment in color. (**F**) Tumor size of SKCaP-1R PDX following no treatment (Control; *n* = 4 mice), continuous testosterone (SPA; *n* = 4 mice), or SPA alternating with enzalutamide every 3 weeks (SPA-ENZA; *n* = 3 mice). *P* value determined by unpaired 2-tailed *t* test comparing final measurements. (**G**) AR and MYC protein expression by Western blot of SKCaP-1R untreated (control) or treated with SPA. (**H**) H&E staining and IHC for MYC and Ki-67 of SKCaP-1R following no treatment (Control), continuous SPA for 7 or 160 days, or SPA-ENZA for 160 days. Representative photograph of *n* = 3 mice per group. (**I**) RNA in situ hybridization for *AR* and *AR-V7* in tumors of SKCaP-1R untreated (control) or treated with SPA for 30 days. Representative photograph of *n* = 3 mice per group. For Western blots, vinculin used as a loading control.

# Supplementary material for: Androgen receptor activity in prostate cancer dictates efficacy of bipolar androgen therapy through MYC
**Source:** J Clin Invest. 2022 Dec 1;132(23):e162396. doi: 10.1172/JCI162396
**Supplement:** Supplemental data

## **Supplemental Material**

### **Prostate cancer androgen receptor activity dictates efficacy of bipolar androgen therapy through MYC**

Laura A Sena, Rajendra Kumar, David E Sanin, Elizabeth A Thompson, D Marc Rosen, Susan L Dalrymple, Lizamma Antony, Yuhang Yang, Carolina Gomes-Alexandre, Jessica L Hicks, Tracy Jones, Kiara A Bowers, Jillian N Eskra, Jennifer Meyers, Anuj Gupta, Alyza Skaist, Srinivasan Yegnasubramanian, Jun Luo, W Nathaniel Brennen, Sushant K Kachhap, Emmanuel S Antonarakis, Angelo M De Marzo, John T Isaacs, Mark C Markowski, Samuel R Denmeade

#### **Supplemental Methods**

Chromogenic immunohistochemistry (IHC) for AR.

Quantitative image analysis for AR protein.

Immunohistochemistry (IHC) for MYC and Ki67 proteins.

Frozen biopsy specimens for laser capture microdissection (LCM) for bulk RNAseq analysis.

RNA sequencing.

ARA<sub>MW</sub> score calculation.

ATAC sequencing.

RNA in situ hybridization (RISH).

#### **Supplemental References (for Methods)**

#### **Supplemental Tables**

**Table S1.** Patient characteristics.

#### **Supplemental Figures**

**Figure S1.** LNCaP and VCaP are SPA-sensitive prostate cancer cell lines, while LAPC4 and 22Rv1 are SPA-resistant cell lines.

**Figure S2.** AR knock-down rescues clonogenic survival of LNCaP treated with SPA.

**Figure S3.** Downregulation of MYC is specific to growth inhibition by SPA.

**Figure S4.** Total AR protein abundance correlates with nuclear AR, cytoplasmic AR, and AR mRNA in patient biopsies.

**Figure S5.** ARA<sub>MW</sub> score integrates expression of a panel of AR target genes and does not correlate with AR protein expression.

**Figure S6.** Characterization of the ARA<sub>MW</sub> score.

**Figure S7.** Unbiased analyses of RNA sequencing of paired patient biopsies.

**Figure S8.** Homologous recombination repair (HRR) gene alterations do not predict response.

**Figure S9.** Cells with acquired resistance to SPA revert to a pre-treatment phenotype but maintain AR activation.

**Figure S10.** Acquired resistance to SPA is associated with an alteration in super-enhancer activity on 8q24.

**Figure S11.** Dual inhibition of MYC by SPA and JQ1 prolongs growth inhibition of LNCaP cells.

**Figure S12.** Constitutive expression of AR in LN95 cells reduces acquired resistance to SPA.

**Figure S13.** SPA results in extensive vacuolization in LNCaP cells with constitutively high AR expression.

#### **Uncut Western Blots**

**Figure S14.** Full blots for Figure 1.

**Figure S15.** Full blots for Figure 2.

**Figure S16.** Full blots for Figure 5.

**Figure S17.** Full blots for Figure 7.

**Figure S18.** Full blots for Figure S3B.

**Figure S19.** Full blots for Figure S12A.

## Supplemental Methods

### Chromogenic Immunohistochemistry (IHC) for AR

Tissue sections were baked on a 60°C hotplate for 10 min. and then deparaffinized in xylenes. Tissues were rehydrated in graded alcohol solutions and distilled water (diH<sub>2</sub>O). Slides were then rinsed in a solution of diH<sub>2</sub>O with 0.1% Tween and placed in a citrate bucket wash for 1 min. Tissue sections were steamed in Target Retrieval Solution (Dako; S1699, Santa Clara, CA), washed in Tris Buffered Saline with Tween (TBST; Sigma), and subjected to a Dual Endogenous Enzyme Block (Dako; S2003). The tissues were incubated with the primary antibody (conditions varied for each antibody) and, rinsed with TBST, and incubated with the secondary antibody, PowerVision Poly-HRP anti-Rabbit IgG (Leica, Deer Park, IL), for 30 min. at RT. Tissues were rinsed with TBST and then aminoethyl carbazole (Immpact AEC; Vector Labs; SK-4205, Burlingame, CA) was applied for 20 min. at RT. Slides were washed with TBST and counterstained with hematoxylin (Mayers; Dako; S3309; diluted 1:4). Slides were then coverslipped with VectaMount AQ Aqueous Mounting Medium (Vector Laboratories; H-5501) and scanned on a Ventana DP200 Digital Whole Slide Scanner (Roche Diagnostics, Rotkreuz, Switzerland) using a 40X microscope objective. Coverslips were removed with diH<sub>2</sub>O and AEC was dissolved with graded levels of alcohol. Slides were then steamed and incubated with an SDS-2ME solution as previously described (39). Slides were placed in TBST for 5 min. and then steamed, after which the dual endogenous block was reapplied and the tissue was incubated with the next antibody. This process was repeated until each tissue had been iteratively stained with the following antibodies:

Iteration 1- Anti-AR (Cell Signaling, Rabbit monoclonal, Clone D6F1I, 1:10,000) overnight at 4 degrees Celsius.  
Iteration 2 – Anti-AR (Cell Signaling, Rabbit monoclonal, Clone D6F1I, 1:5,000) overnight at 4 degrees Celsius.  
Iteration 3 – Anti-CK8 (Abcam, Rabbit monoclonal, Clone EP1628Y, 1:3,000) 45 minutes at room temperature.

As a control, after primary antibody removal, for each of the antibody staining rounds in a number of experiments we performed staining by leaving out the primary antibody and performing a round of staining with the secondary antibody only. These experiments showed a complete absence of signals indicating a complete antibody removal.

### Quantitative Image Analysis for AR Protein

To quantify AR separately in the nucleus, cytoplasm, and whole cell separately, we developed and performed an iterative IHC assay using both AR and keratin 8, the latter which was used to help delineate tumor epithelium in the metastatic lesions. Whole slide scans of each staining round for AR and CK8 were imported into HALO. Each scan was then subjected to color deconvolution to generate a separate hematoxylin and IHC channel, and these whole slide deconvoluted images were then registered with one another into a fused multiplex pseudo-colored whole slide image as described (40). A patient-specific Random Forest classifier was manually trained to classify all regions of each CK8-stained tissue into one of three categories: tumor, non-neoplastic tissue, and background. Annotations created from this classifier were then mapped onto the scans of the AR-stained tissues, using HALO's "Classify Registered" feature. In the event that the scan of the CK8-stained tissue could not be successfully used for tumor classification (low CK8 expression, degraded tissue or imprecise scan registration), a patient-specific tumor classifier was trained on the scan of the AR-stained tissue. If the AR signals at a dilution of 1:10,000 was too weak for classifier training, scans of the tissues stained for AR at 1:5,000 were utilized to train the classifier. AR positivity thresholds were determined using the real-time tuning window. Quantitative image analysis was performed using the MultiPlex module on HALO 3.2 (Indica Labs). The MultiPlex analysis was restricted to tumor positive regions (using the CK8-trained classifier) and provided several measurements for each tumor-positive cell within each AR-stained tissue, including nuclear AR optical density (OD), cytoplasmic AR OD, nuclear area (μm<sup>2</sup>), cytoplasmic area (μm<sup>2</sup>), and cell area (μm<sup>2</sup>). Whole cell average AR ODs were determined by calculating an integrated cell OD for each cell and dividing that value by each cell's respective area.

$$\text{Average Cell OD} = \frac{(\text{Nuclear AR OD} * \text{Nuclear Area}) + (\text{Cytoplasmic AR OD} * \text{Cytoplasmic Area})}{\text{Cell Area}}$$

## **Immunohistochemistry (IHC) for MYC and Ki67 Proteins**

IHC on patient biopsy samples for MYC and Ki67 was performed as previously described (20, 41). IHC on SKCaP PDX tissue was performed by the Sidney Kimmel Comprehensive Cancer Center (SKCCC) IHC Core facility. Primary antibodies were anti-MYC (Epitomics, Clone Y69, 1:200) and anti-Ki67 (AbCam, Clone SP6, 1:200), and tissues were stained with the Ventana Discovery Ultra Autostainer, using the Discovery anti-HQ HRP kit. Quantitative Image Analysis for MYC and Ki67 Proteins

For quantitative image analysis, whole IHC stained biopsy slides were scanned using a 40X objective on a Ventana DP200 slide scanner. Whole slide scans were imported into HALO 3.1 image analysis platform. The nuclear staining for both MYC and Ki67 were analyzed using the cytonuclear module v 1.6. Tumor regions were delineated by a pathologist (CG-A) using manual annotations, guided by adjacent H&E and androgen receptor stained slides. Positively stained (DAB staining above minimum intensity threshold) for MYC and Ki67 cells were binned into 3 intensity levels by the software. We calculated the percentage of positively stained cells for both Ki67 and MYC proteins, as well as an H-SCORE for MYC using the intensity levels with the following formula (percentage of intensity level 3 cells x 3)+(percentage of intensity level 2 cells x 2)+ (percentage of intensity level 1 cells x 1) to give a maximum possible score of 300. Percentage positively stained cells were validated on a number of samples by manual counting.

## **Frozen biopsy specimens for laser capture microdissection (LCM) for bulk RNAseq analysis**

Frozen sections were cut onto PEN (polyethylene naphthalate) slides (Leica), stained with hematoxylin and LCM was performed at the SKCCC Core facility using a Leica LMC7000 laser capture microdissection system in the SKCCC Cell Imaging Core. Laser captured tissues from regions highly enriched for tumor cells were collected by manual annotations of regions of interest that outlined tumor nests. RNA was isolated using the ALLPREP RNA/DNA extraction protocol (Qiagen Cat. No. 802804). RNA amounts were measured using a Qubit fluorometer (Invitrogen) and quality were measured using an Agilent Bioanalyzer 2100 with the Pico Chips Kit.

## **RNA sequencing**

For RNA sequencing of patient biopsy samples, purified RNA was provided to the SKCCC Experimental and Computational Genomics Core to carry out their low-input RNA-seq workflow as described previously with some modifications (42). Briefly, quality of total RNA was measured by the Agilent Bioanalyzer to determine RNA integrity (RIN). Samples with starting input between 100pg-100ng of total RNA and RIN > 7.0 were considered to have sufficient quality to proceed to construction of whole transcriptome sample-barcoded libraries using the Ovation RNA-Seq System V2 according to the manufacturer's protocols (Nugen). Quantification of the libraries was performed by qPCR or by the Agilent Bioanalyzer and equimolar concentrations of each library were pooled together, clustered and sequenced on an Illumina Novaseq 6000 platform, with paired end sequencing. The resulting reads were aligned the human reference genome build hg38 using RSEM (43) with the STAR aligner (44) to obtain posterior mean estimate transcripts per million (pmeTPM) as a measure of gene expression. pmeTPM values for each gene were normalized using upper quantile normalization across samples and log2 transformed. For RNA sequencing of cell lines, purified RNA was sent to Admera Health who performed library preparation with polyA selection, sequencing on the Illumina HiSeq 2500 with read length configuration of 2x150bp with 60 million reads per sample, and read mapping to GRCM38. 

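In each of the 8 LNCaP libraries, genes with exactly 2 counts outnumbered genes with exactly 1 count by 2.61 to 3.10 times, and even values made up 71.5% to 75.3% of the genes with 1 to 6 counts. Among genes with 1000 counts or more, even values made up 49.3% to 51.2%. For lower bounds a count of 6 was taken as 3 sequenced fragments of 2 mates each, a floor chosen after seeing these values; whether the totals count mates or fragments was not tested independently.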

Sequenced libraries were processed with deepTools (45), using STAR (44), for trimming and mapping, and featureCounts (46) to quantify mapped reads. Raw mapped reads were processed in R (Lucent Technologies) with DESeq2 (47) to generate normalized read counts to visualize and cluster as heatmaps using pheatmap [53] and determine differentially expressed genes with greater than 2-fold change and lower than 0.01 adjusted p value. 

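With the same thresholds of more than 2-fold and an adjusted p under 0.01, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 2760 genes after 5 days of SPA over VEH, 1567 higher and 1193 lower. After 26 days it called 760 genes, 573 higher and 187 lower, while at an adjusted p under 0.05 with no fold threshold 3123 were higher and 2906 lower. Between SPA 26d and SPA 5d, 2686 genes were called, 1700 higher and 986 lower; with library size only in place of TMM the split was 2146 higher and 730 lower. The alternative that moved the day 5 count most was an adjusted p under 0.05 with no fold threshold, at 10177 genes, and DESeq2, which the authors used, called 2498. Of the genes called after 5 days, 527 were also called after 26 days, 517 of them in the same direction. Among those higher after 5 days, 437 of 1567 were again called higher, and among those lower, 80 of 1193 were again called lower. The day 5 calls had a median absolute log2 fold change of 1.66 after 5 days and 0.57 after 26 days, and 2629 of them changed less after 26 days. Genes chosen for a large change on one day tend to change less in any other comparison, so the test of the difference itself was also run, and it called 1435 genes.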

Gene set enrichment analysis was performed using fGSEA (48).

## **ARA<sub>MW</sub> Score Calculation**

We calculated the AR activity score using Mann-Whitney ranking (ARA<sub>MW</sub>) by adapting a previously reported approach (49). First, genes were selected based on previous reports (50–52) and examined for co-linearity

based on the pearson correlation coefficient and testing for its significance using the `cor` and `cor.test` functions in R, respectively. Having observed no correlation between most genes, we selected 10 genes (*KLK2*, *KLK3*, *FKBP5*, *STEAP1*, *STEAP2*, *PPAP2A*, *RAB3B*, *ACSL3*, *NKX3-1*, *TMPRSS2*) and applied the adapted gene scoring method to RNAseq results from COMBAT biopsies, and to polyA captured RNAseq results from 266 biopsies from participants in the SU2C/PCF study (29) retrieved from cBioPortal (53). Briefly, we used the log transformed quantile normalized pmeTPM values and calculated a ranked list of genes for each biopsy to generate a  $g \times b$  matrix  $R$  of ranked genes (with  $g$  genes and  $b$  biopsies), considering only the top 1500 highest ranked genes by setting  $r_{g,b} = r_{max} + 1$ , with  $r_{max} = 1500$ . The  $ARA_{MW}$  score was then calculated for the  $n$  selected genes as:

$$ARA_{MW} = 1 - \frac{U_b}{n * r_{max}}$$

where  $U$  is the Mann-Whitney U statistic calculated as:

$$U_b = \sum_{i=1}^n r'_{i,b} - \frac{n(n+1)}{2}$$

and  $R'$  is a subset of  $R$  including only the  $n$  selected genes in the score. In this manner, the score was independent of sequencing depth, normalization strategy and dataset composition, and was primarily based on the relative abundance of selected genes within each studied sample.

Clinical data from 266 participants in the SU2C/PCF was retrieved from cBioPortal and participants classified based on  $ARA_{MW}$ . Differences between classified patients for each clinical parameter was examined using a Wilcoxon ranked sum test.

## ATAC sequencing

Cells were provided to the Single Cell and Transcriptomics Core at Johns Hopkins University who performed nuclei isolation, library preparation, and sequencing with read length configuration of 2x75 with 50 million reads per sample. Briefly,  $5 \times 10^4$  cells were washed in PBS and then lysed in 10 mM Tris-HCl, pH 7.4, 10 mM NaCl, 3 mM  $MgCl_2$  and 0.1% Igepal CA-630 (all SIGMA). Nuclei were then spun down and then resuspend in 25  $\mu$ L TD (2x reaction buffer), 2.5  $\mu$ L TDE1 (Nextera Tn5 Transposase) and 22.5  $\mu$ L nuclease-free water, incubated for 30 min at 37°C. Purified DNA was PCR-amplified, then cleaned from adaptors. Sequenced libraries were trimmed with Trimmomatic (54), mapped using Bowtie2 (55), and processed with SAM tools (56) to retain open chromatin fragments of less than 150kbp. Coverage files were generated with deepTools (45). Open chromatin and differentially regulated peaks were detected with MACS2 (57) with a p value  $< 1 \times 10^{-7}$  and a q value of less than 0.1 and DiffBind (58) using a 2-fold change and 0.01 p value as significance thresholds. Bed files were analyzed with Bedtools (59), and visualized alongside coverage files on IGV (60). Reference H3K27Ac CHIP-seq on human VCAP data was obtained from the ENCODE project (61).

## RNA in situ hybridization (RISH)

RISH was performed as previously described (62).

## Supplemental References (for Methods)

39. Gendusa R, Scalia CR, Buscone S, Cattoretti G. Elution of high-affinity ( $>10^{-9}$  KD) antibodies from tissue sections: Clues to the molecular mechanism and use in sequential immunostaining. *J. Histochem. Cytochem.* 2014;62(7):519–531.
40. Ozbek B et al. Multiplex immunohistochemical phenotyping of T cells in primary prostate cancer. *Prostate* 2022;82(6):706–722.
41. Trabzonlu L et al. Molecular pathology of high-grade prostatic intraepithelial neoplasia: Challenges and opportunities [Internet]. *Cold Spring Harb. Perspect. Med.* 2019;9(4). doi:10.1101/cshperspect.a030403
42. Freeman ZT et al. A conserved intratumoral regulatory T cell signature identifies 4-1BB as a pan-cancer target. *J. Clin. Invest.* 2020;130(3):1405–1416.
43. Li B, Dewey CN. RSEM: accurate transcript quantification from RNA-Seq data with or without a reference genome. *BMC Bioinformatics* 2011;12(1):323.
44. Dobin A et al. STAR: ultrafast universal RNA-seq aligner. *Bioinformatics* 2013;29(1):15–21.
45. Ramírez F et al. deepTools2: a next generation web server for deep-sequencing data analysis. *Nucleic Acids Res.* 2016;44(W1):W160-5.
46. Liao Y, Smyth GK, Shi W. featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. *Bioinformatics* 2014;30(7):923–930.
47. Love MI, Huber W, Anders S. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol.* 2014;15(12):550.
48. Korotkevich G et al. Fast gene set enrichment analysis [Internet]. *bioRxiv* 2016; doi:10.1101/060012
49. Andreatta M, Carmona SJ. UCell: Robust and scalable single-cell gene signature scoring. *Comput. Struct. Biotechnol. J.* 2021;19:3796–3798.
50. Spratt DE et al. Transcriptomic heterogeneity of androgen receptor activity defines a de novo low AR-active subclass in treatment naïve primary prostate cancer. *Clin. Cancer Res.* 2019;25(22):6721–6730.
51. Faisal FA et al. Racial variations in prostate cancer molecular subtypes and androgen receptor signaling reflect anatomic tumor location. *Eur. Urol.* 2016;70(1):14–17.
52. Qiu X et al. MYC drives aggressive prostate cancer by disrupting transcriptional pause release at androgen receptor targets. *Nat. Commun.* 2022;13(1):2559.
53. Cerami E et al. The cBio cancer genomics portal: an open platform for exploring multidimensional cancer genomics data. *Cancer Discov.* 2012;2(5):401–404.
54. Bolger AM, Lohse M, Usadel B. Trimmomatic: a flexible trimmer for Illumina sequence data. *Bioinformatics* 2014;30(15):2114–2120.
55. Langmead B, Salzberg SL. Fast gapped-read alignment with Bowtie 2. *Nat. Methods* 2012;9(4):357–359.
56. Li H et al. The Sequence Alignment/Map format and SAMtools. *Bioinformatics* 2009;25(16):2078–2079.
57. Zhang Y et al. Model-based analysis of ChIP-Seq (MACS). *Genome Biol.* 2008;9(9):R137.
58. Ross-Innes CS et al. Differential oestrogen receptor binding is associated with clinical outcome in breast cancer. *Nature* 2012;481(7381):389–393.
59. Quinlan AR, Hall IM. BEDTools: a flexible suite of utilities for comparing genomic features. *Bioinformatics* 2010;26(6):841–842.
60. Robinson P, Zemo jtel T. Integrative genomics viewer (IGV): Visualizing alignments and variants. In: *Computational Exome and Genome Analysis*. Chapman and Hall/CRC; 2017:233–245
61. Zhang J et al. An integrative ENCODE resource for cancer genomics. *Nat. Commun.* 2020;11(1):3696.
62. Zhu Y et al. Novel junction-specific and quantifiable in situ detection of AR-V7 and its clinical correlates in metastatic castration-resistant prostate cancer. *Eur. Urol.* 2018;73(5):727–735.

## Supplemental Tables

**Table S1.** Patient characteristics

\*Per criteria used in the CHAARTED clinical trial of the presence of visceral metastases or  $\geq 4$  bone lesions with  $\geq 1$  outside the vertebral bodies and pelvis.

ID, study patient identification number. Abi, abiraterone. Enza, enzalutamide. AR, androgen receptor. LN, lymph node. PSA, prostate-specific antigen, NR, non-responder. R, responder.

## Supplemental Figures

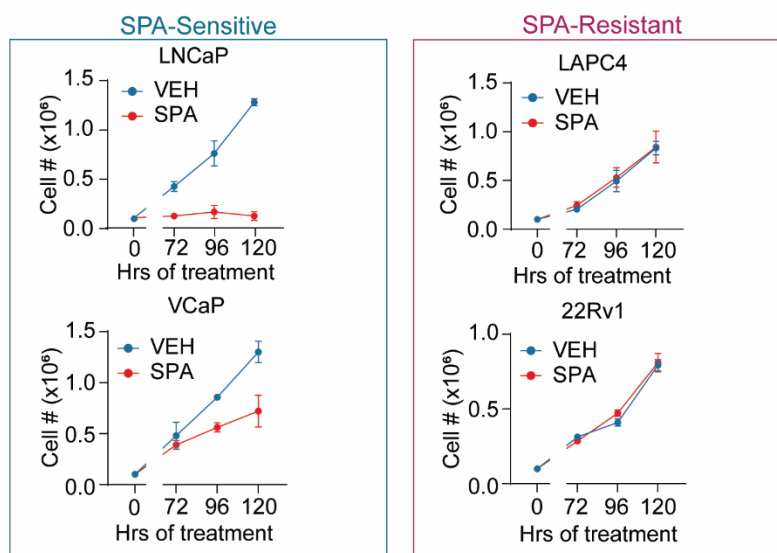

**Figure S1. LNCaP and VCaP are SPA-sensitive prostate cancer cell lines, while LAPC4 and 22Rv1 are SPA-resistant cell lines.** LNCaP, VCaP, LAPC4, and 22Rv1 viable cell number following treatment with VEH or SPA. p value by unpaired two-tailed t-test comparing final cell counts (n = 2 independent experiments).

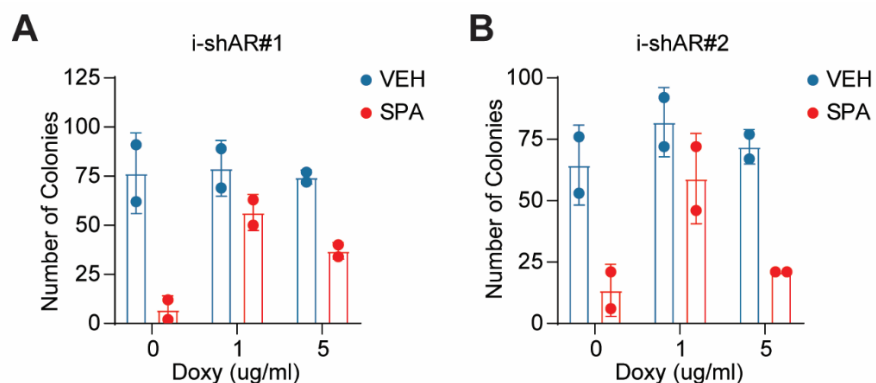

**Figure S2. AR knock-down rescues clonogenic survival of LNCaP treated with SPA.** Clonogenic survival of LNCaP-shAR pretreated with indicated concentration of doxycycline for 72 hours then VEH or SPA for 96 hours (n=2 independent experiments). VEH, vehicle control, EtOH 0.01%. SPA, R1881 10nM.

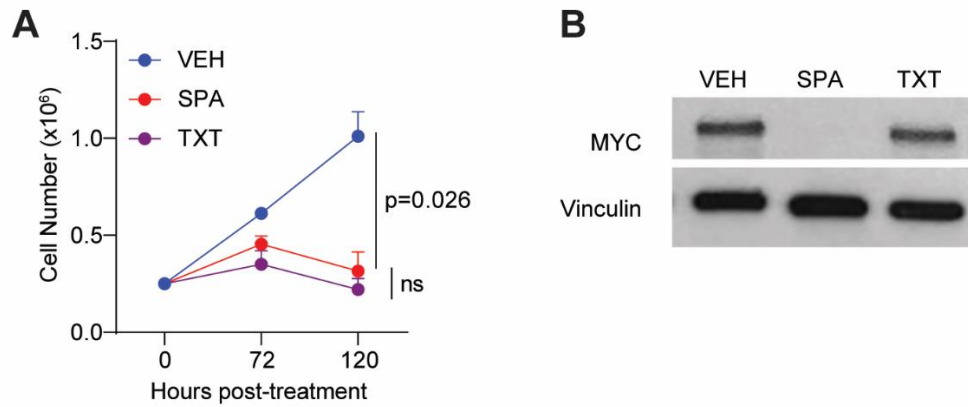

**Figure S3. Downregulation of MYC is specific to growth inhibition by SPA.** (A) LNCaP viable cell number following treatment with VEH, SPA, or TXT. p value by unpaired two-tailed t-test comparing final cell count (n=3 independent experiments). (B) MYC protein expression by western blot of LNCaP cells treated with VEH, SPA, or TXT for 72 hours. Representative blot of n=2 independent experiments. VEH, vehicle control, EtOH 0.01%. SPA, R1881 10nM. TXT, docetaxel 10uM.

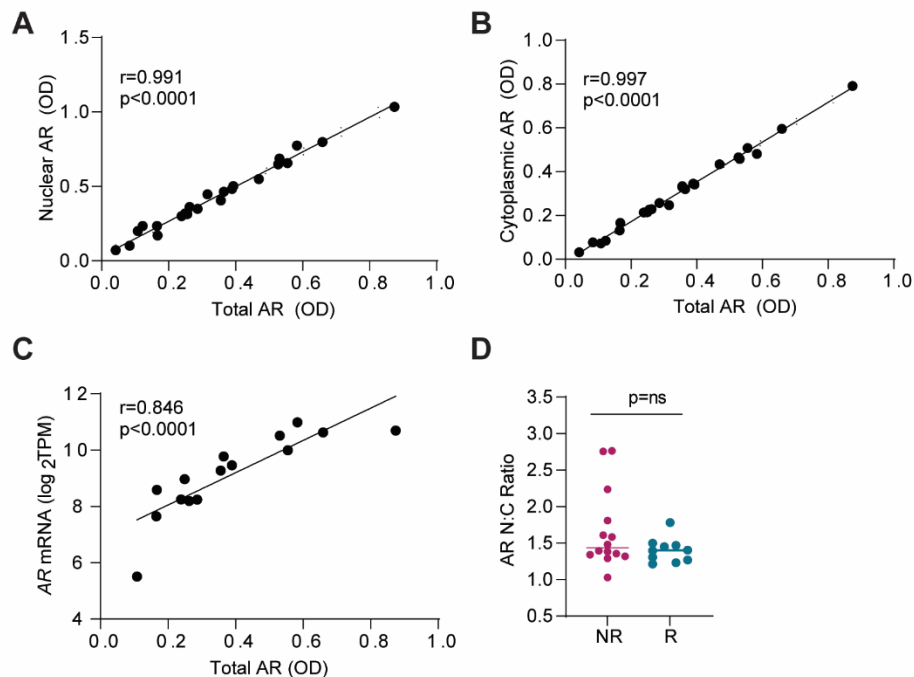

**Figure S4. Total AR protein abundance correlates with nuclear AR, cytoplasmic AR, and AR mRNA in patient biopsies.** (A) Correlation of nuclear AR with total AR within pre-BAT biopsies (n=24). (B) Correlation of cytoplasmic AR with total AR within pre-BAT biopsies (n=24). (C) Correlation of AR mRNA with total AR within pre-BAT biopsies (n=15). (D) Pre-BAT AR nuclear-to-cytoplasmic ratio (N:C) stratified by the presence or absence of a clinical response on C4D1 for samples adequate for IHC (n=24). p value by unpaired two-tailed t-test. (A-C) r and p values by Pearson's correlation calculation.

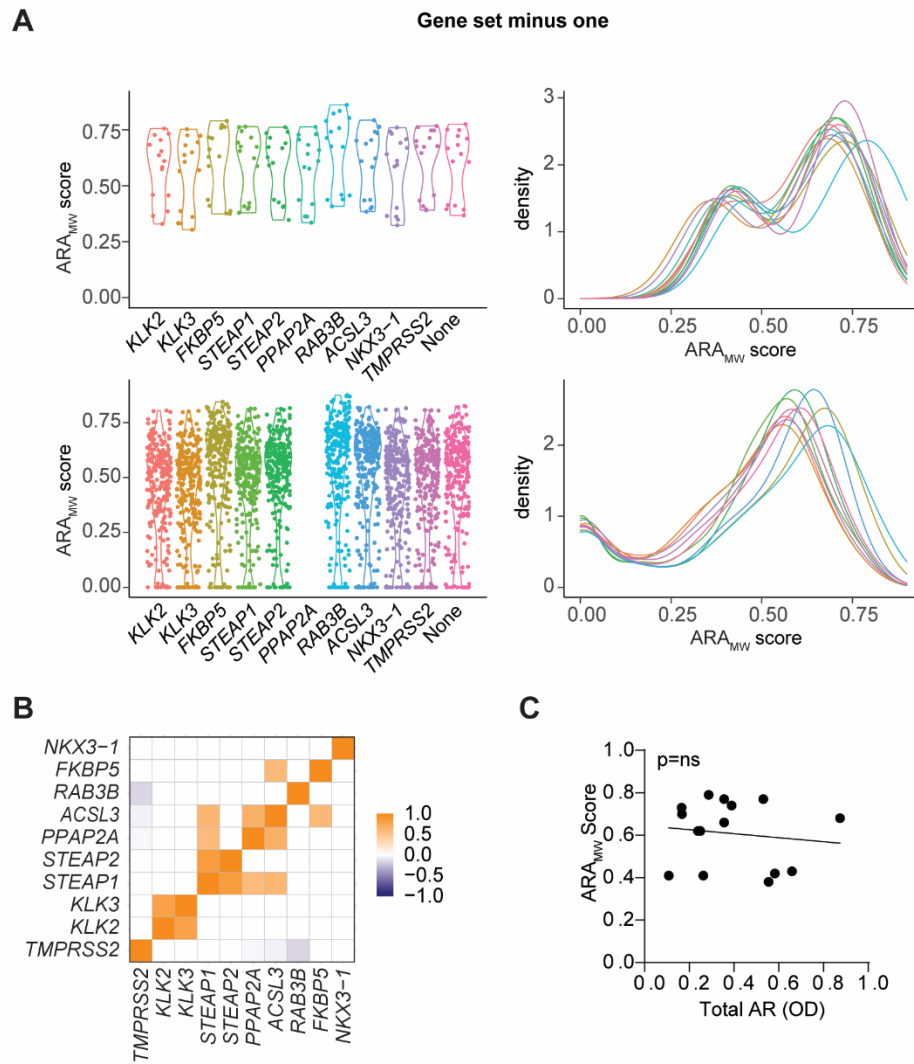

**Figure S5.  $ARA_{MW}$  score integrates expression of a panel of AR target genes and does not correlate with AR protein expression.** (A) Distribution of  $ARA_{MW}$  scores in the COMBAT pre-BAT mCRPC (n=15) and SU2C/PCF mCRPC (n=266) cohorts subtracting one gene from the gene set for score calculation. (B) Similarity matrix of gene expression of genes used in the  $ARA_{MW}$  score among patients in the COMBAT pre-BAT mCRPC cohort (n=15). Scale is Pearson correlation coefficient. (C) Correlation of  $ARA_{MW}$  score with AR protein expression among patients in the COMBAT pre-BAT mCRPC cohort (n=15). p value by Pearson's correlation calculation.

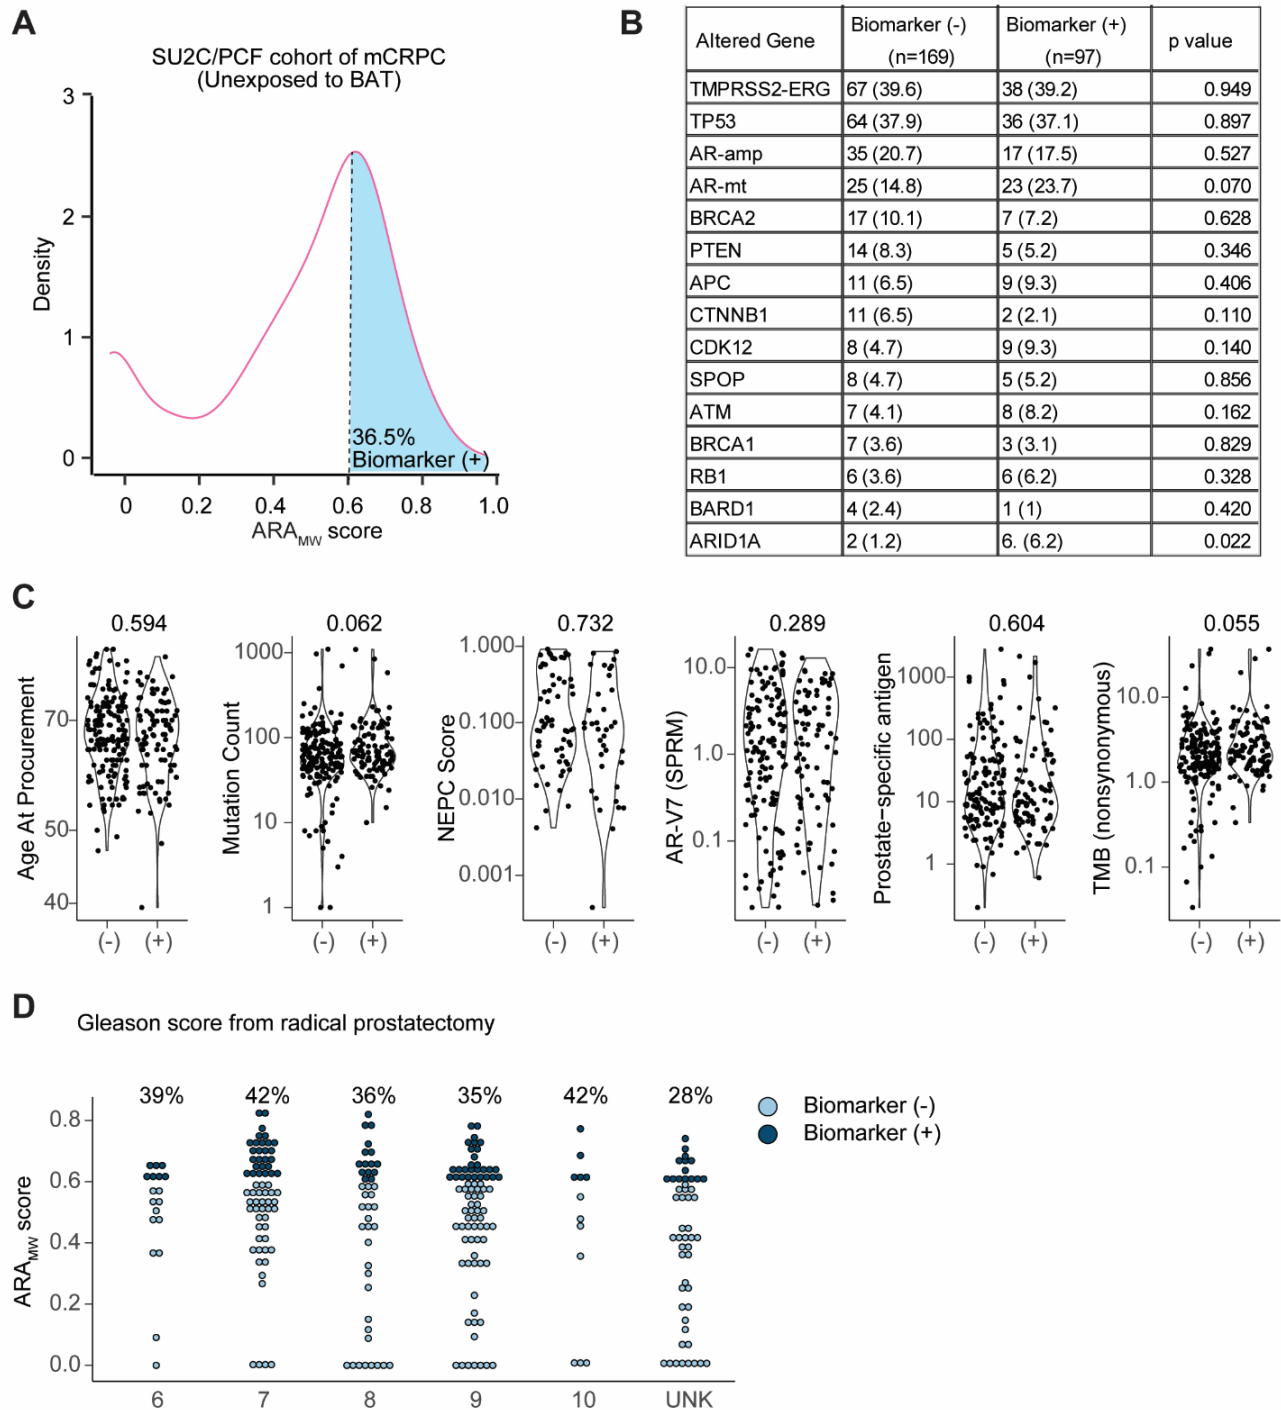

**Figure S6. Characterization of the ARA<sub>MW</sub> score.** (A) Distribution of ARA<sub>MW</sub> score among patients in the SU2C/PCF cohort of mCRPC (n=266). Patients with a score greater than 0.6 assigned as biomarker-positive. (B) Tumor gene mutations in patient samples in the SU2C/PCF cohort stratified by presence or absence of the biomarker. p value by Chi-squared comparison of proportions. (C) Comparison of patient and tumor characteristics of patients in the SU2C/PCF cohort stratified by the presence or absence of the biomarker. p value by Wilcoxon ranked sum test. (D) Gleason score of patients in the SU2C/PCF cohort stratified by the presence or absence of the biomarker. Biomarker (-), ARA<sub>MW</sub> score less than 0.6. Biomarker (+), ARA<sub>MW</sub> score greater than or equal to 0.6.

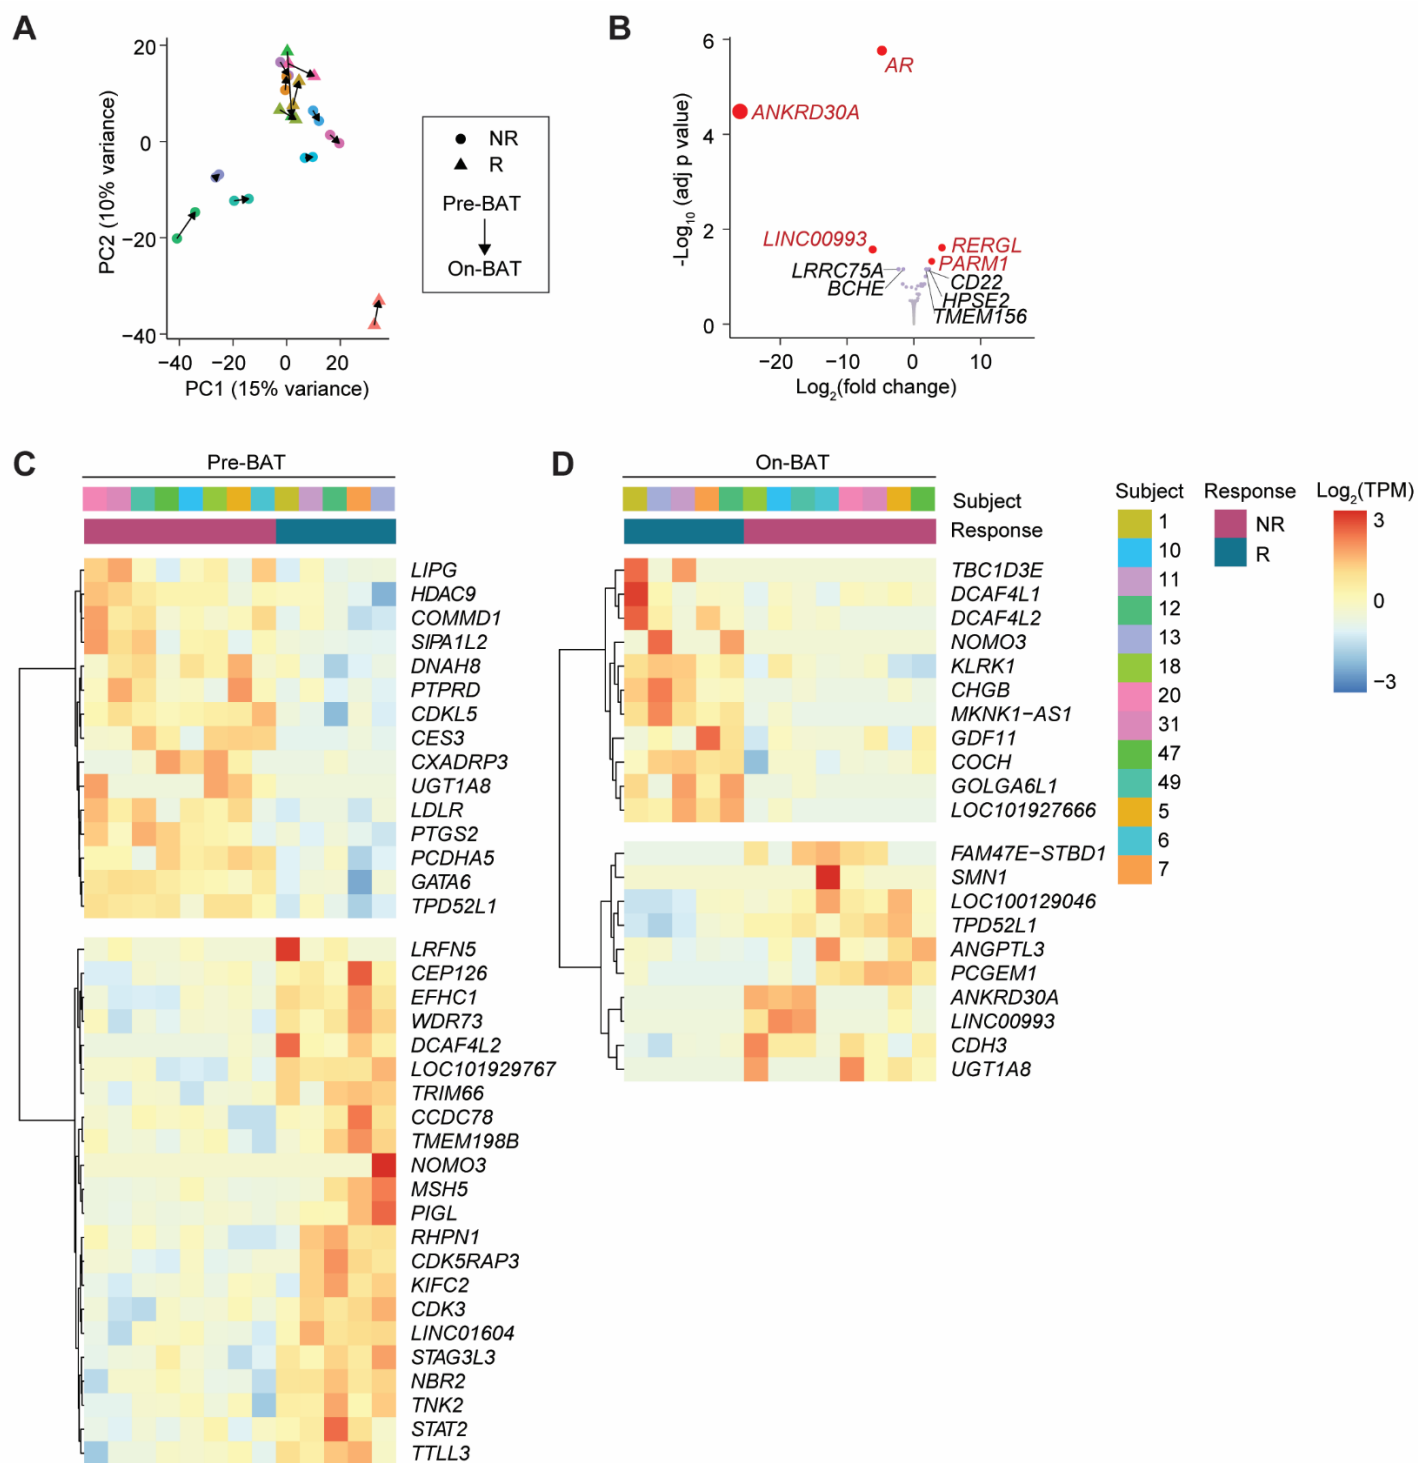

**Figure S7. Unbiased analyses of RNA sequencing of paired patient biopsies.** (A) Principal component (PC) analysis of RNA sequencing of patient biopsy samples. (B) Gene expression changes induced by BAT in paired patient biopsy samples. (C-D) Gene expression differences between non-responders (NR) and responders (R) prior to BAT (C) and on BAT (D). Only genes with an adjusted p value of less than 0.05 are shown.

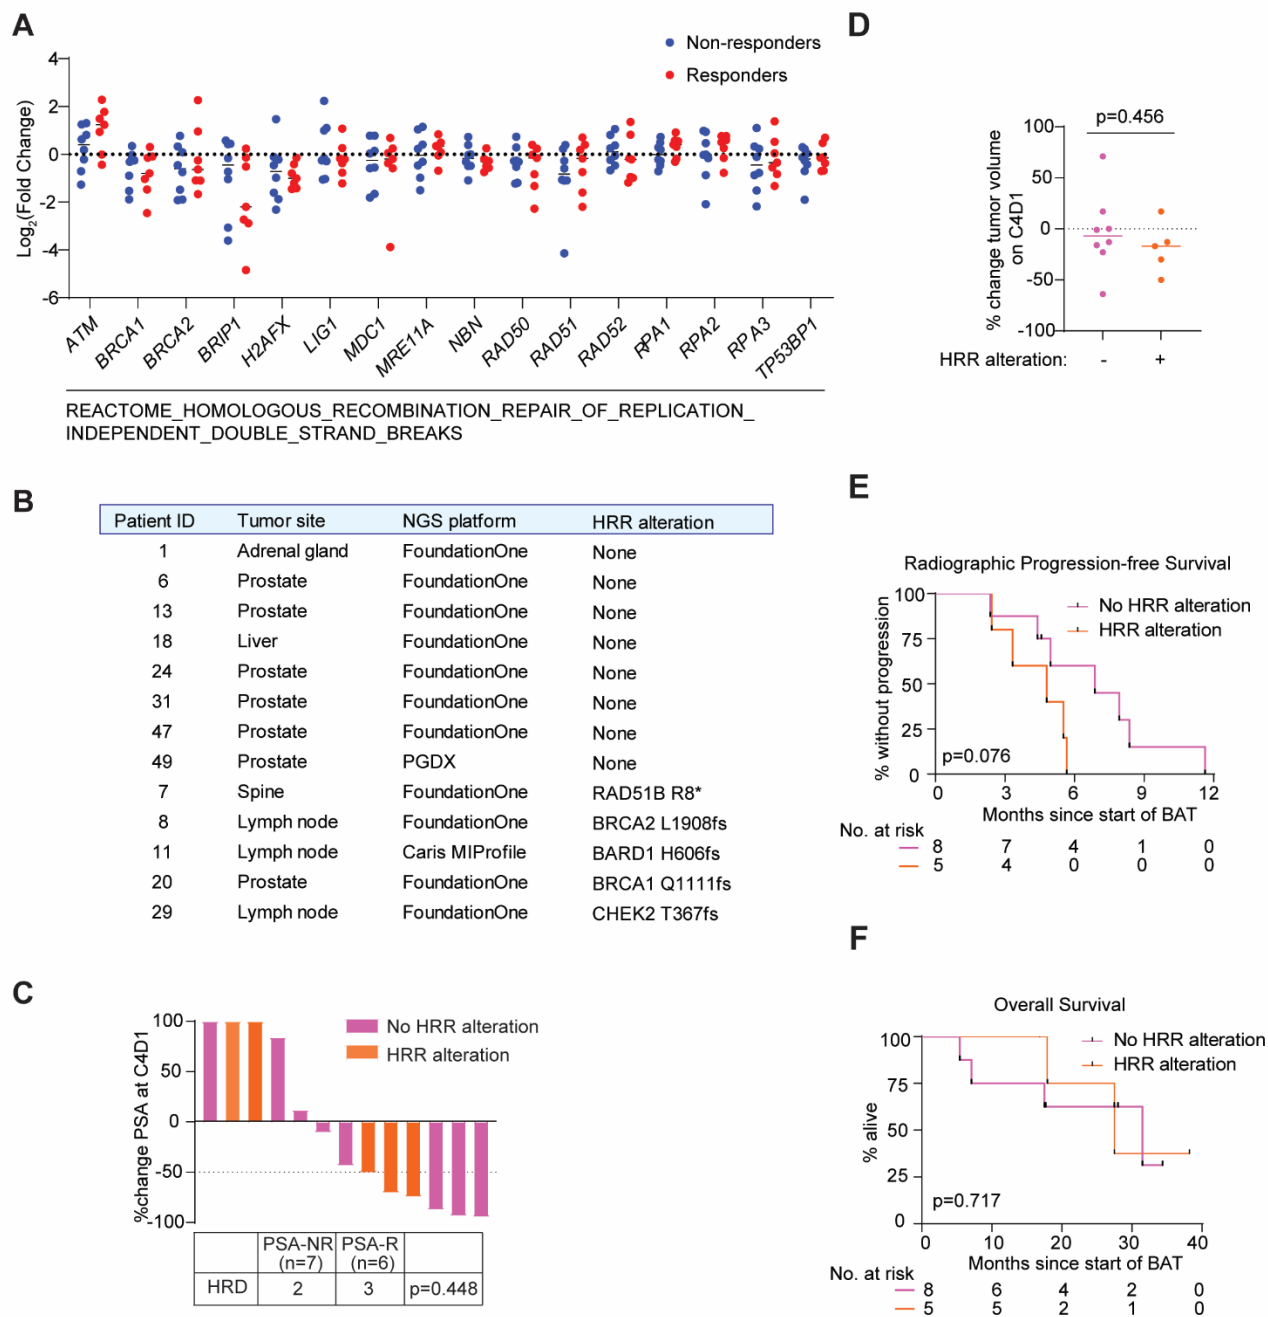

**Figure S8. Homologous recombination repair (HRR) gene alterations do not predict response.** (A) Change in HRR gene expression on BAT stratified by response (n=7 responders and 8 non-responders). (B) Clinical somatic next-generation sequencing (NGS) was performed for 13 patients prior to enrollment. (C) Percent change in PSA on C4D1 color-coded by the presence or absence of a somatic HRR alteration. PSA<sub>50</sub> response indicated by dashed line. p value by Chi-squared comparison of proportions. (D) Percent change in tumor volume on C4D1 stratified by the presence or absence of an HRR alteration. p value by unpaired t test. (E) Radiographic progression-free survival on BAT stratified by the presence or absence of an HRR alteration. p value by log-rank. (F) Overall survival on BAT stratified by the presence or absence of an HRR alteration. p value by log-rank.

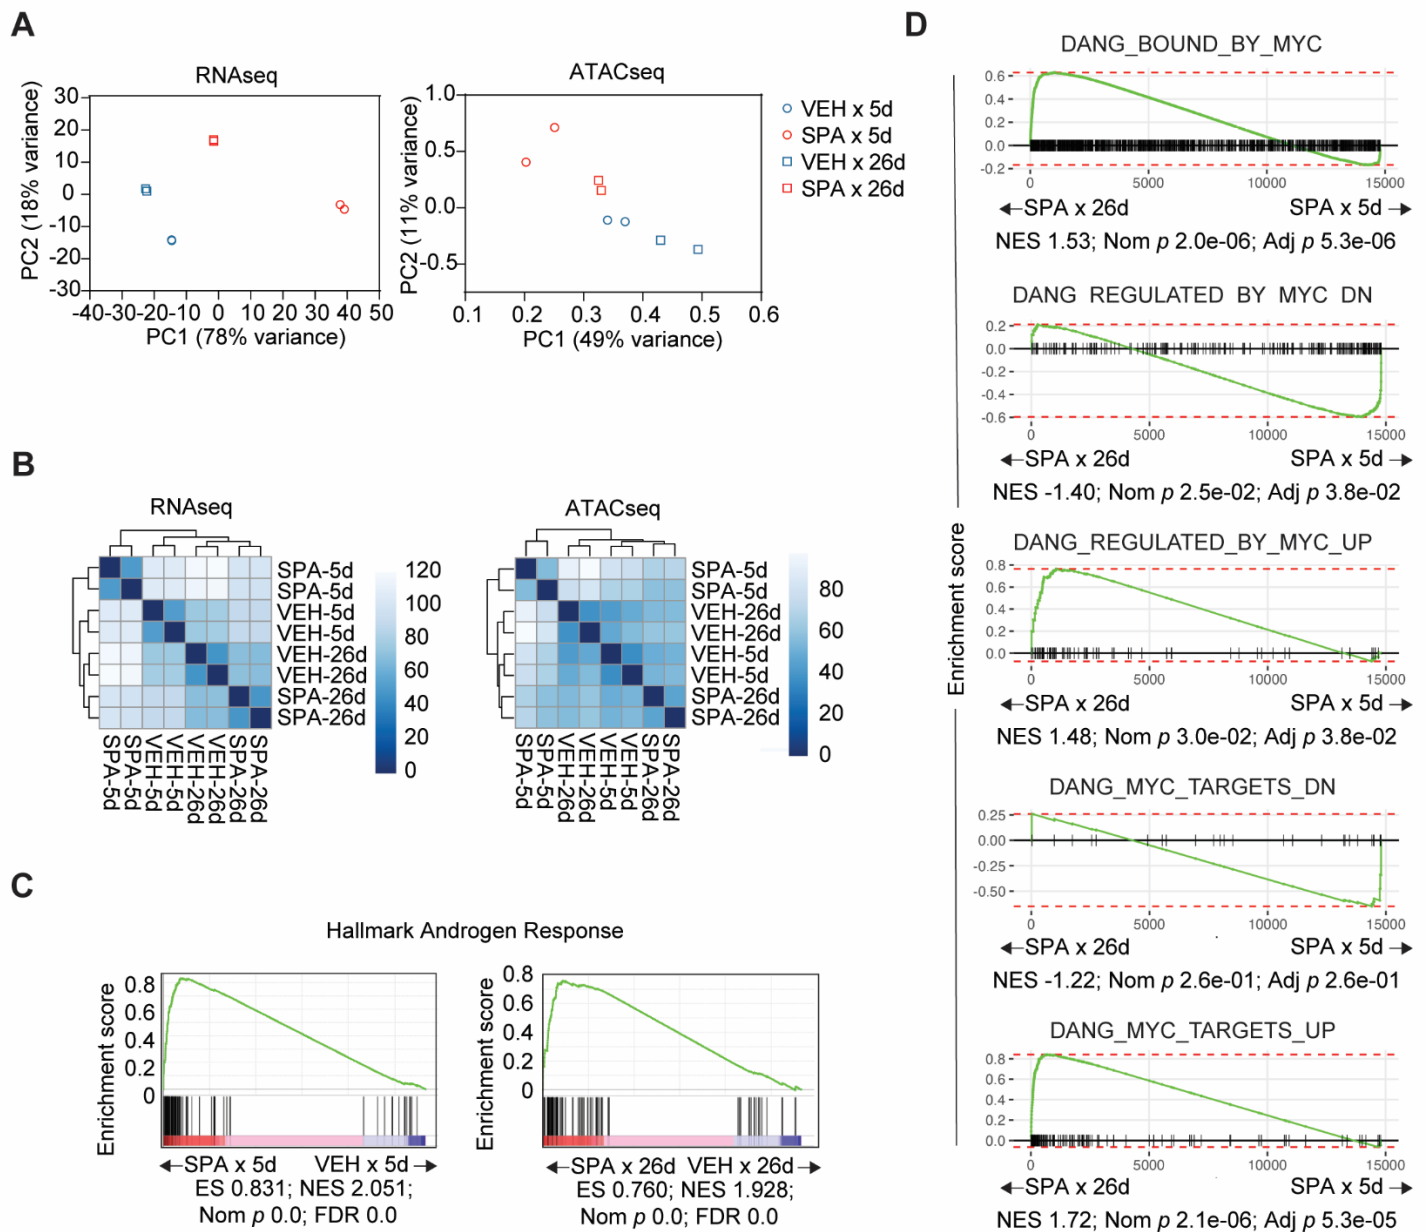

**Figure S9. Cells with acquired resistance to SPA revert to a pre-treatment phenotype but maintain AR activation.** Principal component (PC) analysis (**A**) and clustering analysis (**B**) of RNA sequencing and ATAC sequencing of LNCaP cells treated with VEH or SPA for 5 or 26 days. (**C**) Hallmark Androgen Response gene set enrichment analysis tracings comparing LNCaP cells treated with VEH to SPA for 5 or 26 days. (**D**) Gene set enrichment analysis tracings using gene sets previously determined to be regulated by MYC comparing LNCaP cells treated with SPA for 5 or 26 days. ES, enrichment score; NES normalized enrichment score; FDR, false discovery ratio.

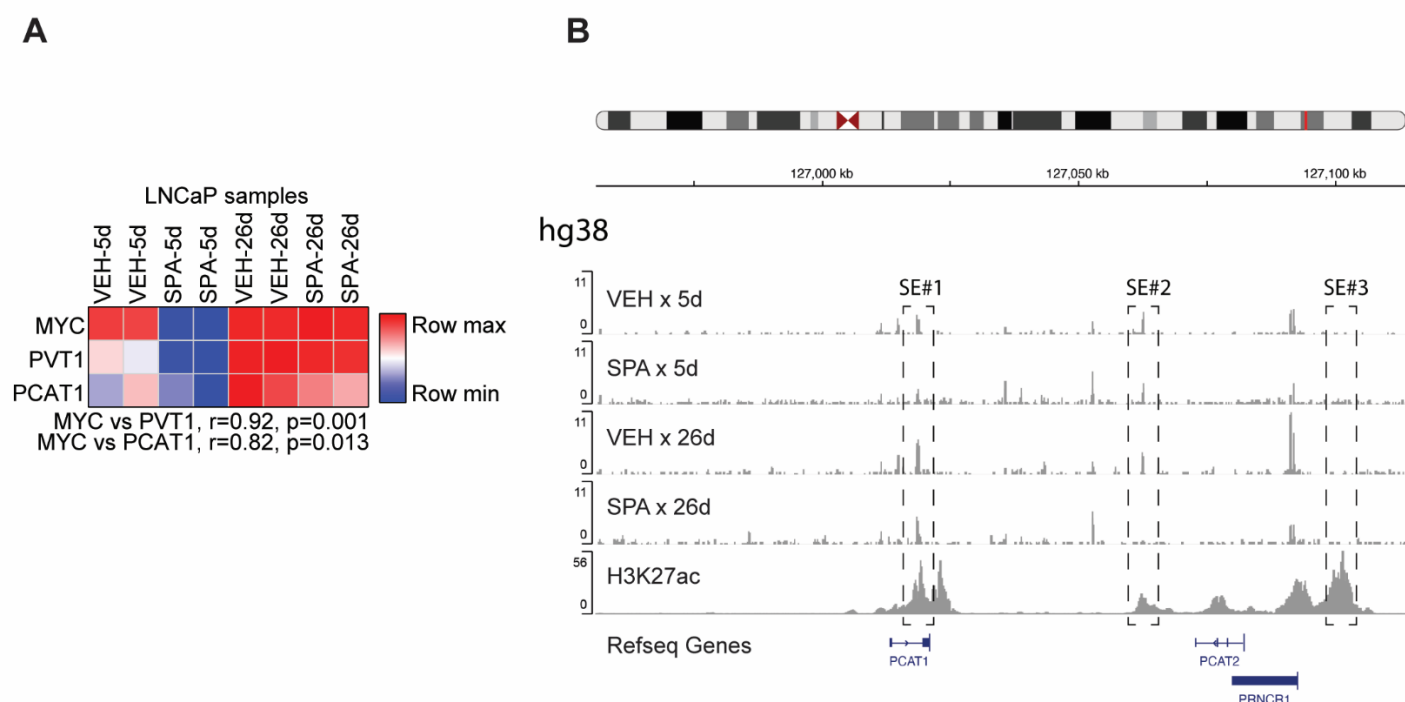

**Figure S10. Acquired resistance to SPA is associated with an alteration in superenhancer activity on 8q24.** (A) Expression of genes within the 8q24 topologically associated domain (TAD) in LNCaP cells treated with VEH or SPA for 5 and 26 days.  $r$  and  $p$  values by Pearson's correlation calculation. (B) Chromatin accessibility of the MYC super-enhancers (SE) of LNCaP cells treated with VEH or SPA for 5 or 26 days. H3K27ac CHIP-seq on VCaP obtained from the ENCODE project. VEH, vehicle control, EtOH 0.01%. SPA, R1881 10nM.

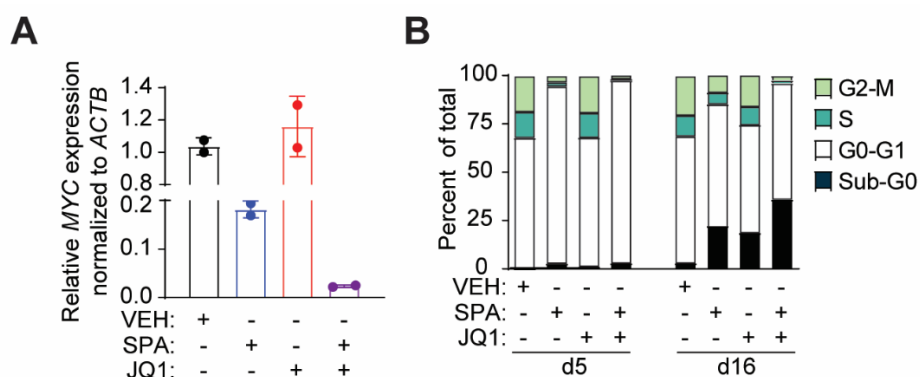

**Figure S11. Dual inhibition of MYC by SPA and JQ1 prolongs growth inhibition of LNCaP cells.** (A) MYC mRNA expression by qPCR of LNCaP cells treated with VEH, SPA, JQ1 50nM, or SPA and JQ1 for 72 hours ( $n=2$  independent experiments). (B) Cell cycle analysis by propidium iodide staining of LNCaP treated with VEH, SPA, JQ1 50nM, or SPA and JQ1. Average values of  $n=2$  experiments. VEH, vehicle control, EtOH 0.01%. SPA, R1881 10nM.

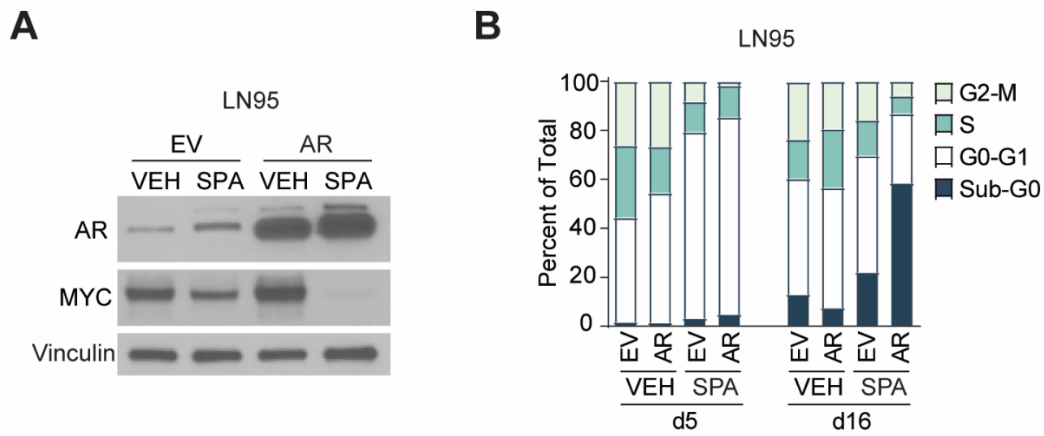

**Figure S12. Constitutive expression of AR in LN95 cells reduces acquired resistance to SPA.** (A) AR and MYC protein expression by western blot of LN95-EV and LN95-AR cells treated with VEH or SPA for 72 hours. Representative blot of n=3 independent experiments. Vinculin used as a loading control. (B) Cell cycle analysis by propidium iodide staining of LN95-EV and LN95-AR cells treated with VEH or SPA. Average values of n=3 independent experiments. VEH, vehicle control, EtOH 0.01%. SPA, R1881 10nM.

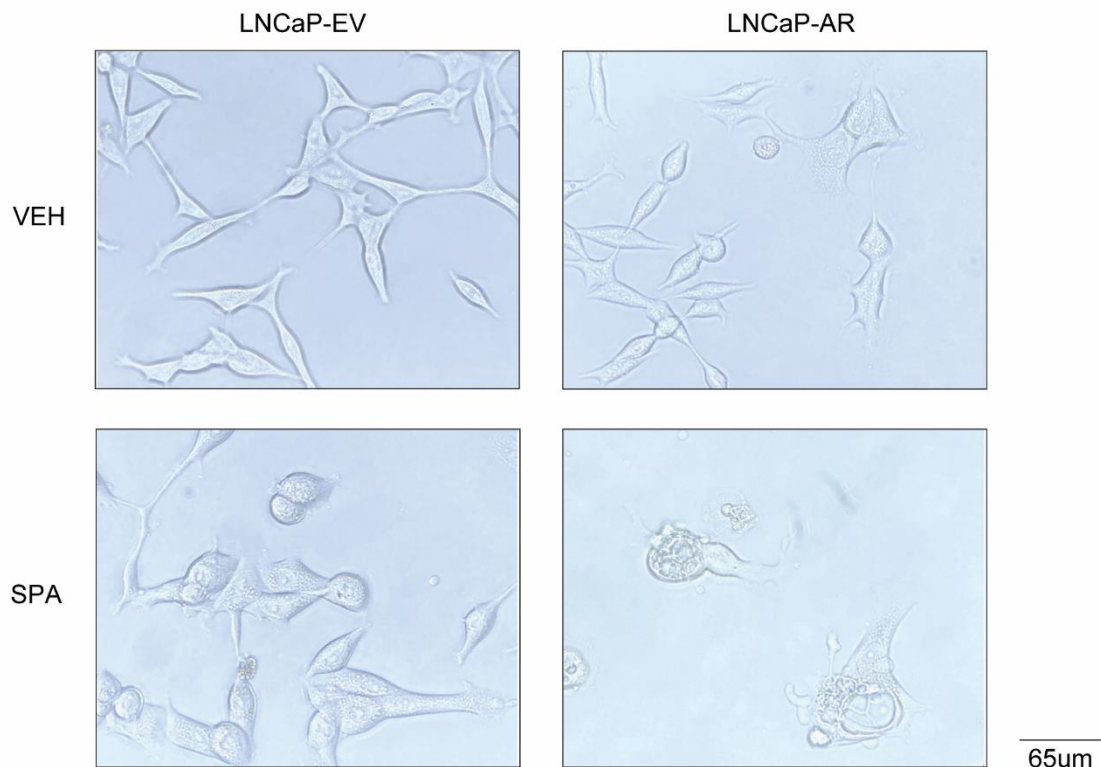

**Figure S13. SPA results in extensive vacuolization in LNCaP cells with constitutively high AR expression.** Representative photographs of light microscopy of LNCaP-EV and LNCaP-AR treated with VEH or SPA for 5 days. VEH, vehicle control, EtOH 0.01%. SPA, R1881 10nM.

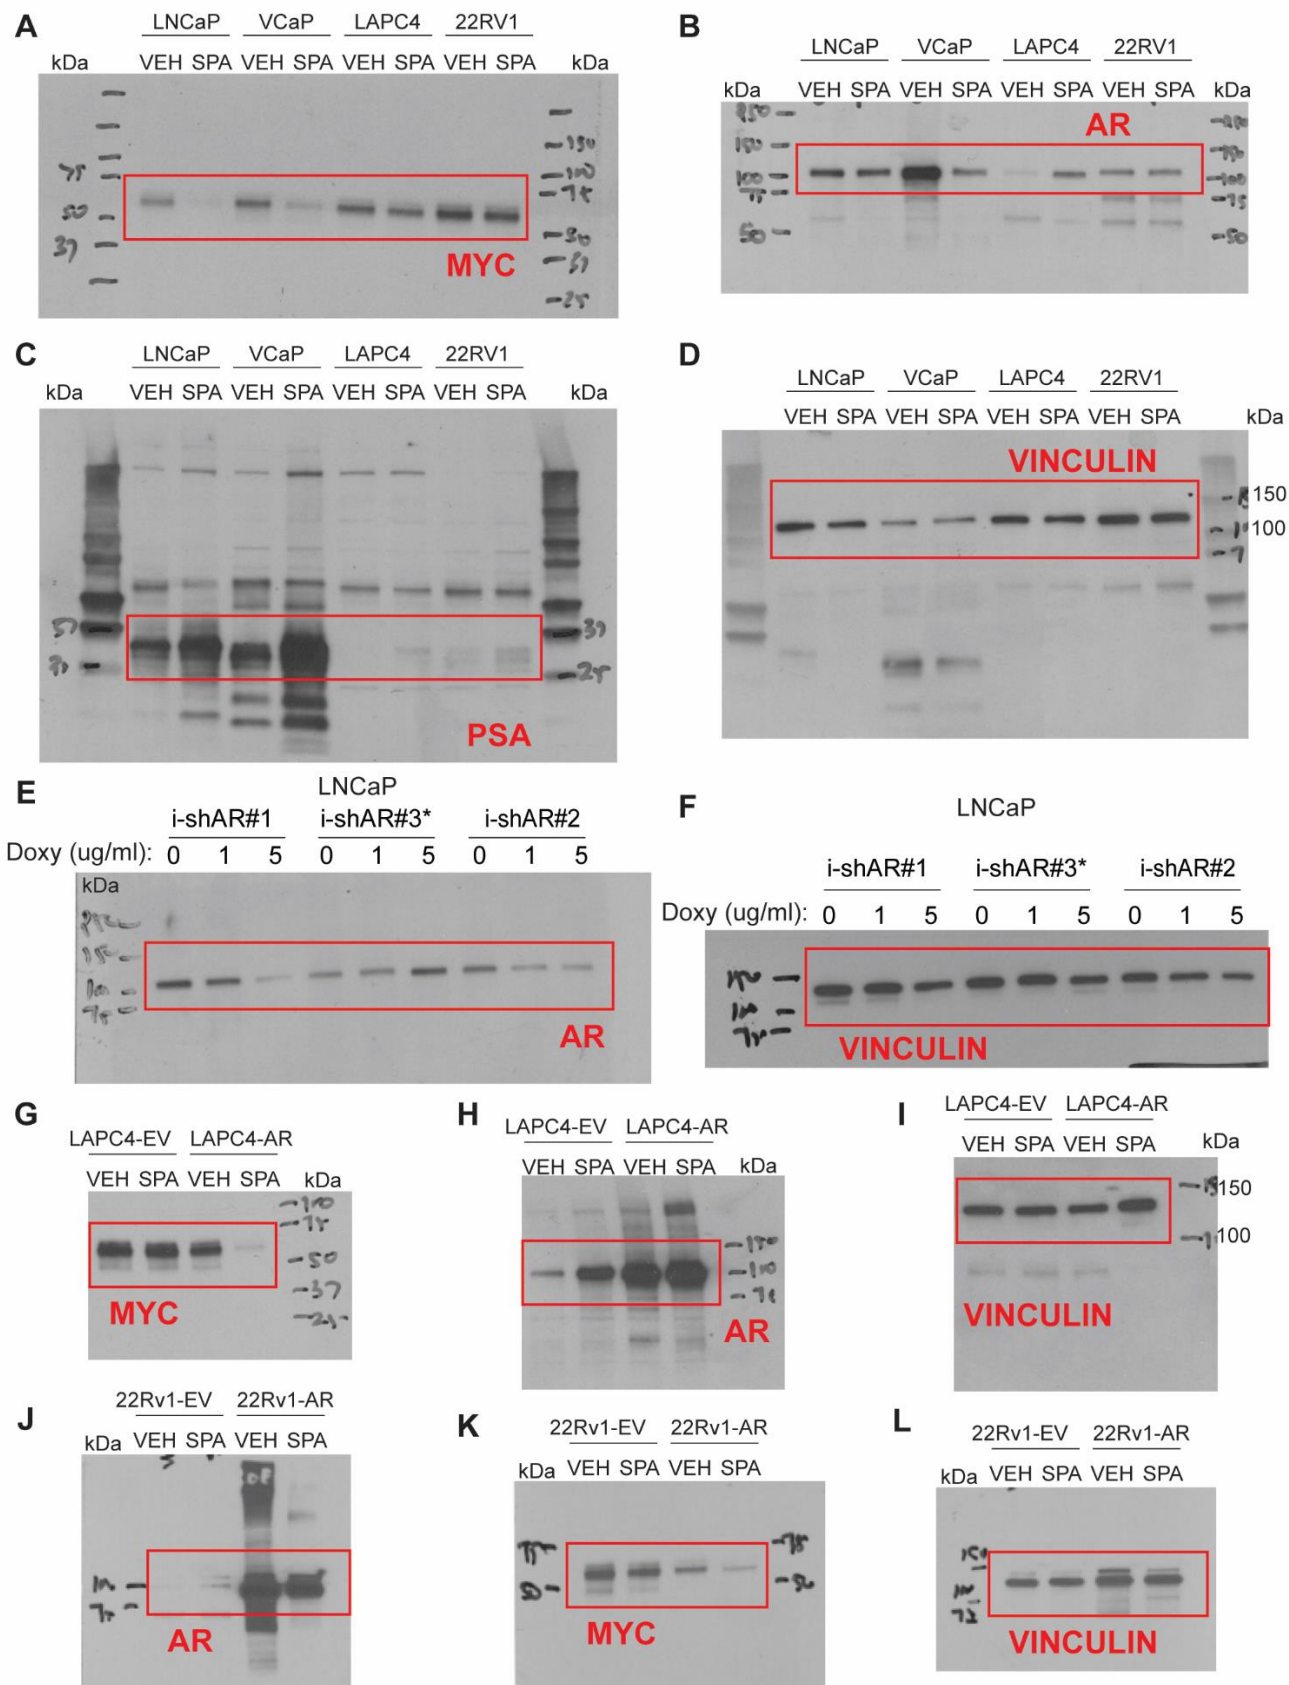

**Figure S14. Full western blots for Figure 1.** The full, uncut blot images of Figure 1 are shown (A-D correspond to Fig 1A; E-F correspond to Fig 1B; G-I correspond to Fig 1D; J-L correspond to Fig 1F). Vinculin is used as a loading control (D, F, I, L). LNCaP expressing i-shAR#3 (\*) in E did not result in AR knock-down and these cells are not described in the manuscript.

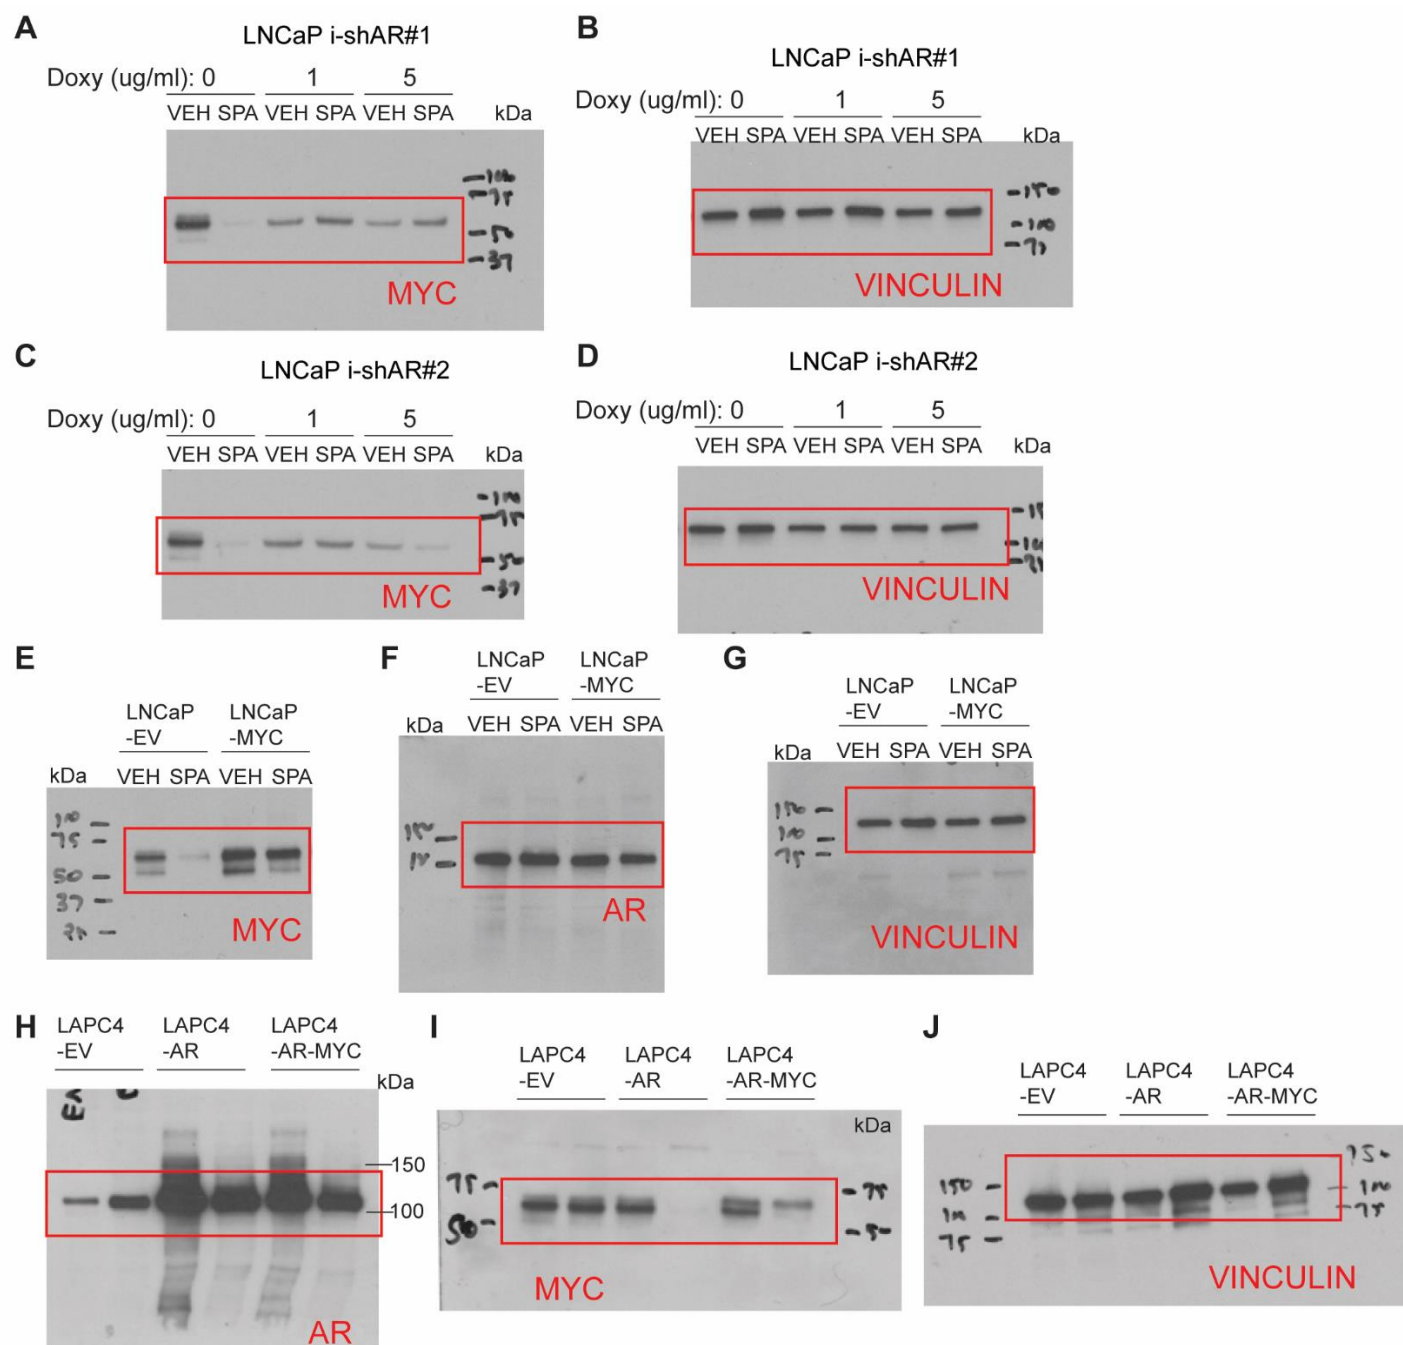

**Figure S15. Full western blots for Figure 2.** The full, uncut blot images of Figure 2 are shown (A-D correspond to Fig 2B; E-G correspond to Fig 2C; H-J correspond to Fig 2E). Vinculin is used as a loading control (B, D, G, J).

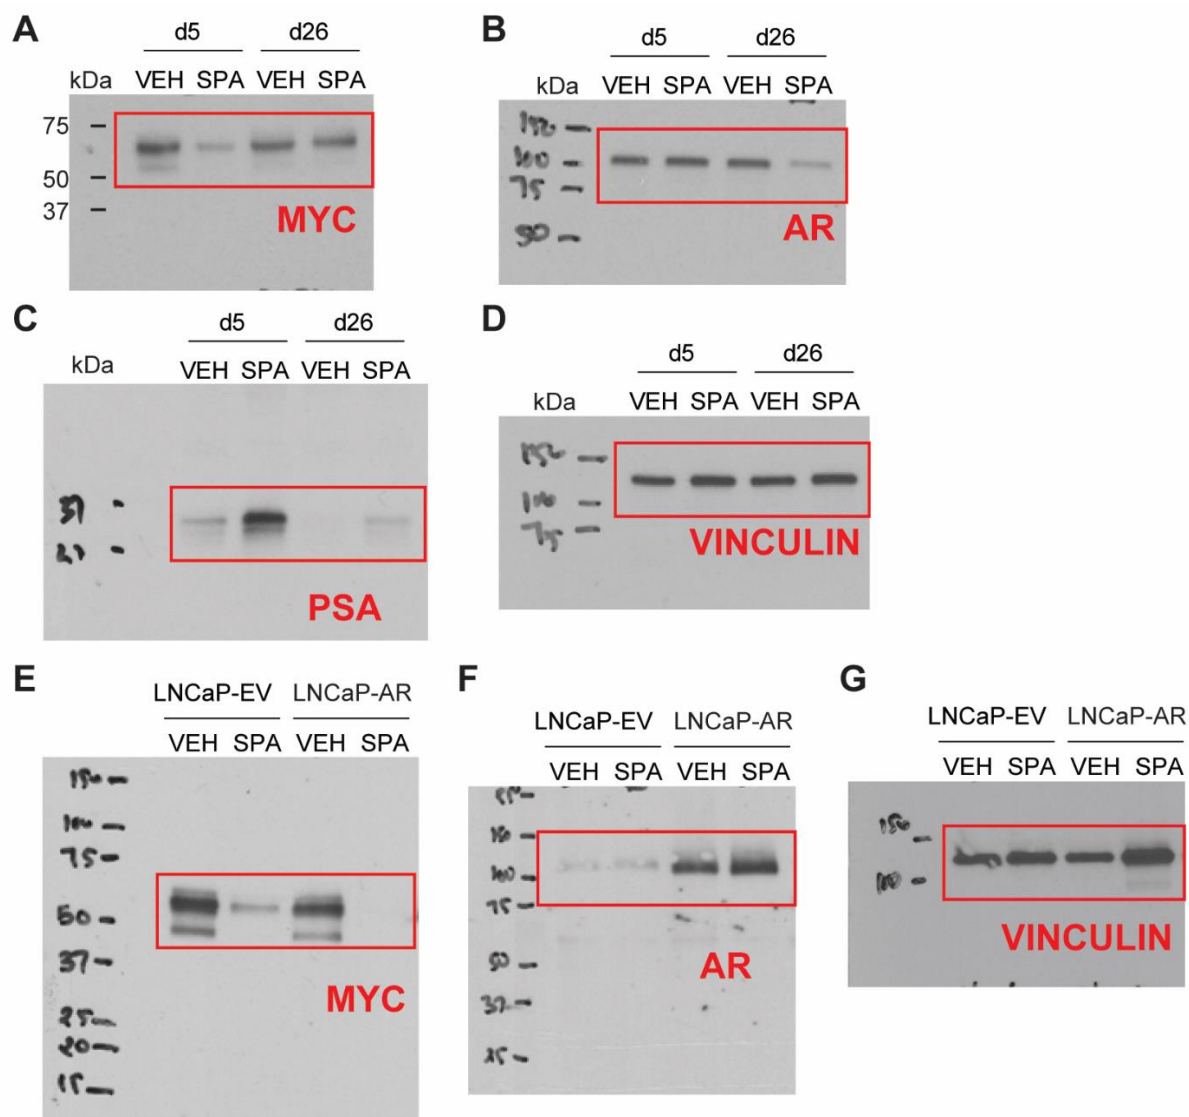

**Figure S16. Full western blots for Figure 5.** The full, uncut blot images of Figure 5 are shown (A-D correspond to Fig 5F; E-G correspond to Fig 5H). Vinculin is used as a loading control (D, G).

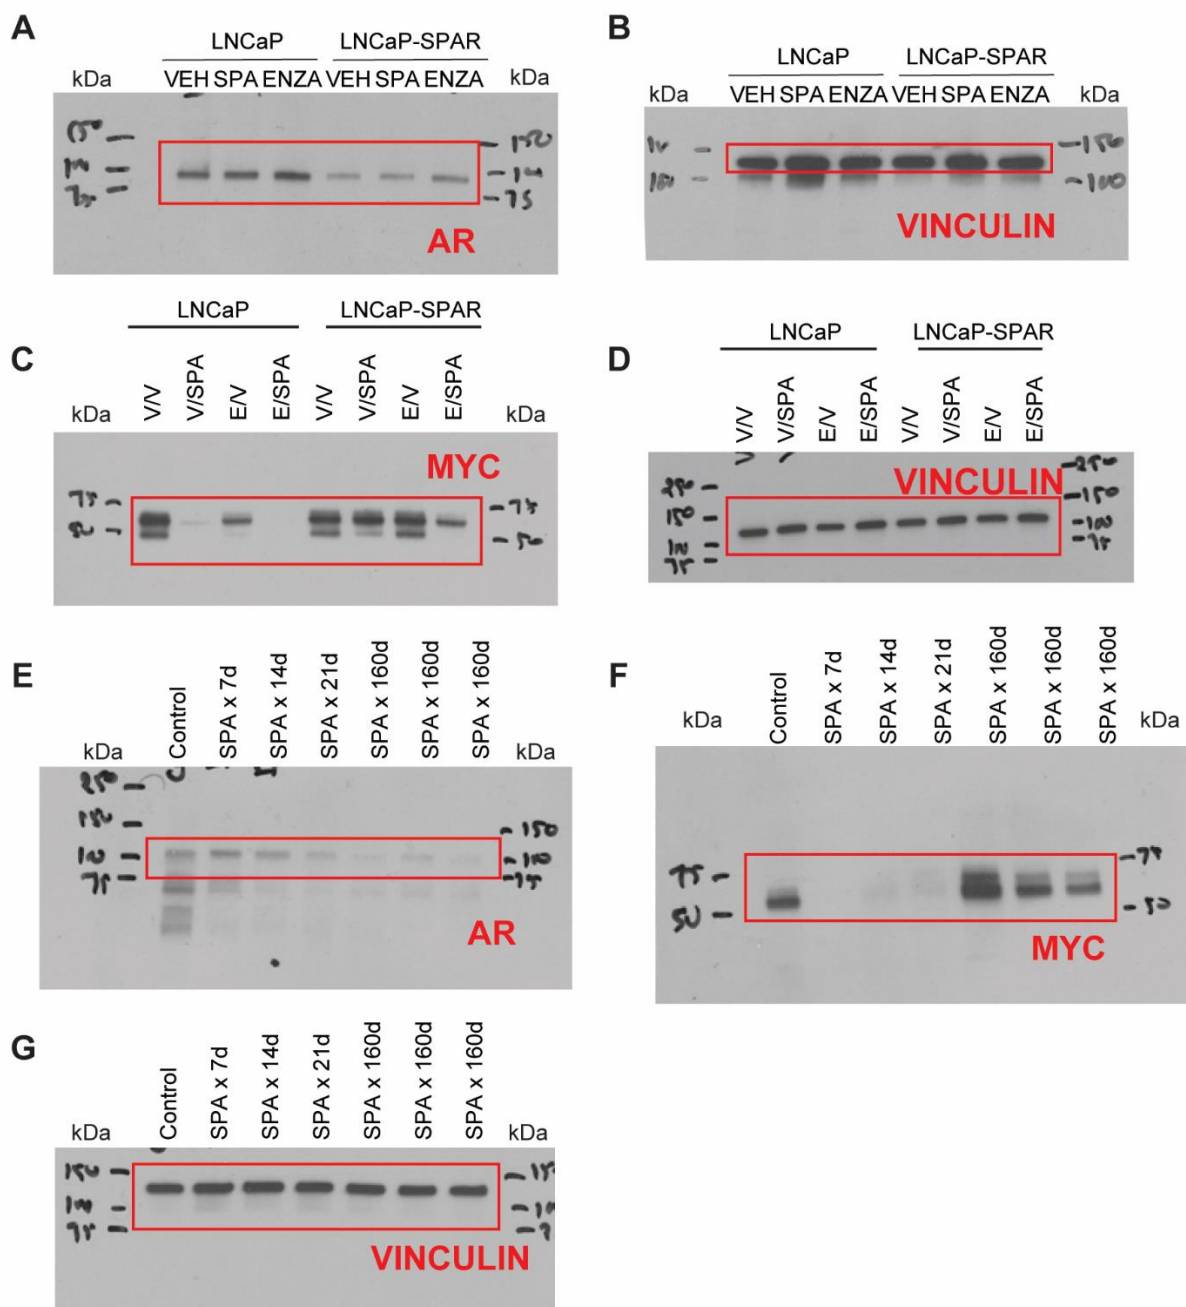

**Figure S17. Full western blots for Figure 7.** The full, uncut blot images of Figure 7 are shown (A-B correspond to Fig 7C; C-D correspond to Fig 7D, E-G correspond to Fig 7G). Vinculin is used as a loading control (B, D, G).

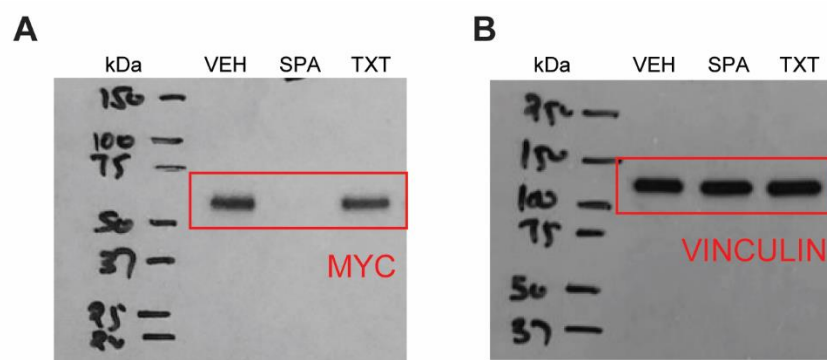

**Figure S18. Full blots for Figure S3B.** The full, uncut blot images of Supplementary Figure 3B are shown. Vinculin is used as a loading control (B).

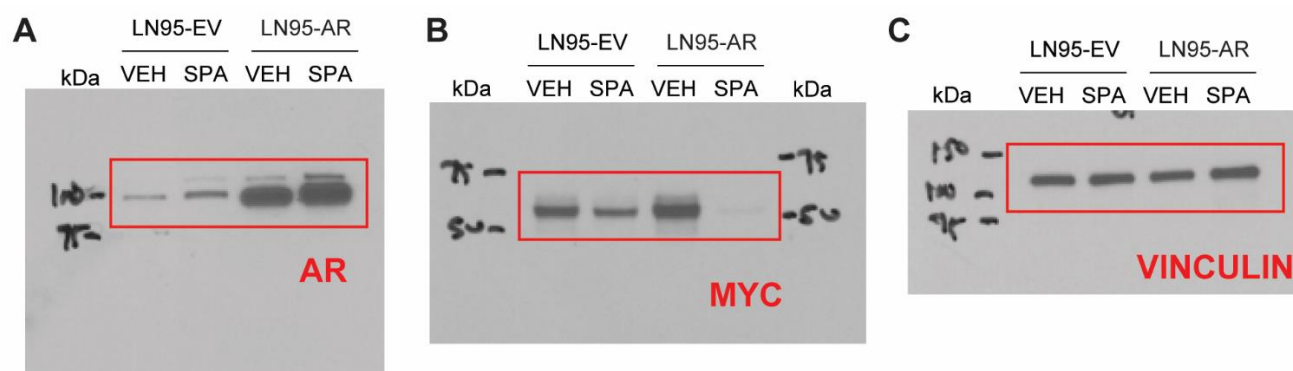

**Figure S19. Full western blots for Figure S12A.** The full, uncut blot images of Supplementary Figure 12A are shown. Vinculin is used as a loading control (C).

How the deposited data were processed for this re-analysis (not part of the article)

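RNA-seq of LNCaP cells treated with VEH or SPA (R1881, 10 nM) for 5 or 26 days was analysed, with 2 libraries in each of 4 groups. Samples were assigned to groups from their labels and the legend of Fig. S9. The authors made polyA-selected libraries, trimmed and mapped paired reads with STAR, and deposited the featureCounts counts per gene as whole numbers, one set per library, without normalization. The software versions, annotation release, strand setting and handling of multiply mapped reads are not named in the text. Of the 58884 gene identifiers, 58472 matched GENCODE 44, which gave symbols, coordinates in GRCh38, lengths and GC content, and the other 412 held 0.0597% of all counts.

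Total counts ranged from 35902495 to 48303840 with a median of 39035112. The excess of even values among low counts is what separate counting of mates would give, which was not tested independently, and a floor of 6 counts (3 fragments of 2 mates) was used for lower bounds. Bounds cover counting error only.

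From the deposited counts, genes were filtered with filterByExpr, normalized by TMM and tested in edgeR 4.0.16 (R 4.3.3) with a quasi-likelihood F-test over one fit of all 8 libraries, without a replicate block. The comparisons were SPA over VEH on each day, SPA 26d over SPA 5d, VEH 26d over VEH 5d, and the interaction, which is the effect of SPA after 26 days minus that after 5 days. Counts of genes use the authors' thresholds. Gene lists were tested with camera from limma 3.58.1. They were the 10 androgen target genes that the paper scores, an androgen response list and a MYC target list written from memory after the hallmark sets, S phase and G2M lists from Seurat 5.3.0, and the homologous recombination repair (HRR) panel of Fig. S8A. In all, 7 of these 10 genes are also in the androgen response list, 3 genes are in both the androgen response and MYC target lists, and 4 MYC target genes are in the S phase list. Distances and principal components used log2 CPM with a prior count of 2. Correlations used exact permutation tests in scipy 1.17.1 (Python 3.11.15).

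Genes named in the text are those the paper names and, for the effect of SPA on each day and for the interaction, the 3 genes with the largest positive and the 3 with the largest negative log2 fold change among those past an adjusted p of 0.01, with a mean of at least 1 CPM, a symbol and no overlap between groups. The closing section also names 3 genes chosen after their values were seen, and says so there, and 2 members of the lists are named because they were at 6 counts or fewer in both VEH 5d libraries. The groups, designs, gene rule and a first set of alternatives were fixed before the data were examined. These alternatives were DESeq2 1.42.0, RLE normalization, library size only, other filters on low counts, a replicate block, a robust fit, a fit of the 4 libraries of the comparison, other thresholds, fry, camera with an estimated correlation, fgsea 1.28.0, other transforms, and leaving out each library. Alternatives chosen after seeing the data were corrections for GC content and gene length (lowess span 0.3), libraries thinned to equal depth, halved counts, VEH 5d as the reference for distances, the lists in 2 further comparisons, 2 other fgsea rankings and the floor of 6 counts.

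The tests were tested on simulated data before use. With 200 genes changed by 3-fold among 17201 genes, edgeR recovered 98% with 1 false call, and with no gene changed it made 0 calls. Of 200 unchanged lists, camera called 6. The simulated genes varied independently, so this count cannot tell how camera treats lists whose genes vary together. The 200 changed genes, equally many higher and lower, were fewer than the 2760 called after 5 days of SPA. How TMM and edgeR behave with that many changed genes was therefore not tested. A simulated GC trend gave 1623 false calls among 17381 genes and 0 after the correction. The quantitative PCR, immunoblot, chromatin accessibility and patient data were not analysed here. Some genes and measures that the paper names are not reported here.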

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

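The tests of KLK2 against KLK3 and of the G2M list were chosen after the result was seen.

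The effect of SPA differed between 5 and 26 days by a test of the difference itself. The interaction called 1435 genes, 764 with a higher and 671 with a lower effect after 26 days. Which direction had more genes was not settled, with 672 higher and 764 lower with library size only, 692 and 738 after a GC correction and 618 and 782 after a gene length correction. With every library thinned to equal depth it called 1392, and after a GC correction 1430. These values argue against library depth and GC content as the whole cause. KLK3 and MYC kept their sign and their call with library size only. That setting moved the median interaction of all genes only from 0.0040 to -0.064 and could not have reversed them. A common scaling factor would move all interactions one way, but under each setting genes were called in both directions. This argues against scaling as the whole cause. A biological difference between cells that are arrested and cells that have resumed growth is a candidate explanation and stays a hypothesis. Time in culture, handling on separate days and selection of cells were not separated by the design.

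The interaction log2 fold change was -2.89 for KLK3, 1.59 for MYC and 1.13 for PVT1. Among the androgen target genes it was -2.23 for KLK2, -1.58 for ACSL3, -1.33 for RAB3B, -1.17 for TMPRSS2, -0.47 for FKBP5, -0.24 for STEAP2 and 0.33 for PLPP1. FKBP5 rested partly on 1 library, with -0.31 without SPA 5d replicate 2. PLPP1 fell to 0.17 and was no longer past the threshold after a gene length correction.

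KLK2 was higher than vehicle after 5 days and lower after 26 days. Reads shared with KLK3 would move both genes one way, but on day 26 KLK2 was at -0.78 while KLK3 was at 0.56. VEH 26d libraries held 693 CPM of KLK2 against 346 in VEH 5d and 405 in SPA 26d. These values argue against shared reads as the cause of the lower KLK2 on day 26. After 5 days both genes were higher, which shared reads would also give, so they were not excluded for that day. A common scaling factor would also move both genes one way. The values of -0.78 and 0.56 in the same libraries therefore argue against scaling as the cause of the difference between KLK2 and KLK3. With library size only KLK2 was at -0.77, but that setting scales the day 26 libraries almost alike and adds no test of scaling. A difference in the regulation of the 2 genes stays open.

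All 6 gene lists had an interaction past the threshold. The median was -0.82 for the 10 androgen target genes, -0.60 for the androgen response list, 0.55 for the MYC target list, 1.27 for the S phase list, 1.96 for the G2M list and 0.26 for the HRR panel. In the HRR panel 8 of 16 genes had an interaction past an adjusted p of 0.01.

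Genes outside those the paper discusses also changed with SPA. BCHE had a log2 fold change of -5.52 after 5 days and an interaction of 2.09. EPHA3 was at -5.63 after 26 days with an interaction of -4.25, and SLC22A3 was at -5.56 after 26 days with an interaction of -5.39 and -0.18 after 5 days. SLITRK3 was at least 43.8-fold lower after 5 days and had a log2 fold change of -5.40 after 26 days. Among the genes chosen by the rule without a group at 6 counts or fewer, the positive interactions were 3.38 for NRG3 and 3.31 for COL5A2. Some of these sizes depended on 1 library: leaving out each in turn, the NRG3 interaction ranged from 2.49 to 3.88, and the day 26 log2 fold changes ranged from -6.51 to -4.997 for EPHA3 and from -6.38 to -4.91 for SLITRK3. After 5 days ORM1 was at least 91.4-fold higher, KRT2 at least 45.4-fold, SYNPO2L at least 31.2-fold and CTSE at least 24.6-fold, and PRSS1 was at least 34.1-fold lower. After 26 days FGF18 was at least 31.9-fold higher, KRT6A at least 8.24-fold and OR2I1P at least 3.14-fold. These 3 were not late changes: after 5 days KRT6A was at least 127-fold and OR2I1P at least 19.6-fold higher, and FGF18 had a log2 fold change of 4.55. The size for FGF18 rests on 1 vehicle library, since its VEH 5d libraries held 16 and 0 counts. Of the genes higher after 5 days, ORM1 was at least 4.06-fold higher after 26 days, and PRSS1, lower after 5 days, had a log2 fold change of 1.56 on that day. ORM1, KRT6A and PRSS1 have close paralogs, and their counts are uncertain. DESeq2 gave an adjusted p of 0.067 for the KRT2 interaction. No biological explanation was tested for these genes.

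Vehicle-treated cells also differed between days, a comparison the paper does not report. Between VEH 26d and VEH 5d, 1151 genes were called, 988 higher and 163 lower. The number was 1120 with libraries thinned to equal depth, 1235 after a GC correction and 1331 after a gene length correction. The share of higher genes was 85.8%, 94.6% with library size only and 81.8% among protein-coding genes. The excess of higher genes was one of changes above 2-fold, since at an adjusted p under 0.05 with no fold threshold 3977 genes were higher and 4736 lower. These values argue against depth, GC content, gene length and non-coding RNA as the whole cause. Library size only moves all genes up alike in this comparison, so it is no test of scaling, which stays open. The G2M list was higher in VEH 26d by a median of 0.71, and 0.0001 of 10000 random lists matched on GC content, length and expression had a median as high, the smallest share they can give. The S phase list was higher by 0.17 (adjusted p = 0.0048 from camera, and 0.055 with an estimated inter-gene correlation). Its matched random lists had a median of -0.076, and a share of 0.0004 of them had a median as high. The MYC target list was lower, at -0.34, against -0.19 in its matched lists. The lists linked to growth therefore did not all move together, with both cell cycle lists higher and the MYC target list lower. A different growth state of the 2 vehicle cultures was not shown by these values, and it stays open beside a difference in density or handling between the days.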

How the results depend on the processing

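Counts of genes stayed within 1.5 times under every alternative but the thresholds. Tested against a 2-fold change, 1383 genes were called after 5 days of SPA, 266 after 26 days, 1093 between SPA 26d and SPA 5d, 178 between the vehicle groups and 465 for the interaction. At an adjusted p under 0.05 with no fold threshold the counts were 10177, 6029, 10712, 8713 and 6741. With library size only the median log2 fold change of all genes was 0.18 between SPA 26d and SPA 5d, against 0.036 with TMM, and 0.22 between the vehicle groups, against 0.0067 with TMM.

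The interaction of STEAP1, which was 0.14 and not past the threshold, was -0.058 after the gene length correction; the cause was not tested. Over all 60 results for named genes, that one included, 8 of 446 values under alternatives set before became weaker and 5 stronger, and 5 of 240 under added alternatives became weaker and 6 stronger. The interaction of PCAT1, 0.15, was -0.01 without VEH 5d replicate 2.

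With an estimated inter-gene correlation, 23 of the 29 camera calls held. The MYC target list was not past the threshold at -0.17 after 26 days (adjusted p = 0.090) or at 0.23 between SPA 26d and SPA 5d (adjusted p = 0.15). The other 4 were the 10 androgen target genes in 2 comparisons and the S phase list and HRR panel between the vehicle groups. Under fry, 29 of 29 held. Between the vehicle groups the androgen response list, not past the threshold with camera, passed it under 4 alternatives.

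The distance ratio was 1.58 with the variance stabilizing transform, 1.31 with the 500 most variable genes, 1.61 with at least 10 counts in every library and 1.03 with VEH 5d as the reference.

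Leaving out each library in turn gives values without a test. The MYC target list ranged from -0.74 to -0.70 after 5 days, from -0.18 to -0.16 after 26 days, from 0.20 to 0.23 between SPA 26d and SPA 5d and from 0.53 to 0.58 for the interaction. For the S phase list the ranges were -1.91 to -1.87, -0.67 to -0.61 and, for the interaction, 1.14 to 1.27. For the G2M list they were -2.59 to -2.44, -0.56 to -0.51 and 1.92 to 2.06. For the HRR panel they were -0.77 to -0.66, -0.50 to -0.47 and 0.20 to 0.37. The androgen response interaction ranged from -0.61 to -0.53. No count of genes was made with a library left out, since an arm of 1 library has no replicate spread of its own. No correlation was computed without the 2 libraries farthest from the median of MYC, since 4 libraries would remain.

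Same-numbered replicates did not deviate together, with correlations from -0.023 to 0.030 over 6 pairs of groups, so the numbers do not pair the samples. With the replicate block, 2739, 749, 2650, 1132 and 1431 genes were called in the 5 comparisons.

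With 2 libraries per group, small changes such as that of PCAT1 are limited by the spread between replicates, and genes at 6 counts or fewer give bounds only.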

Differences from the paper's values

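The paper's normalized enrichment score for androgen response genes is about 2.1 after 5 days and about 1.9 after 26 days in Fig. S9C, read by eye. With fgsea on genes ranked by the signed root of F, the list written from memory gave 2.99 and 2.81. No alternative set before the data were examined gave another score. Ranked by log2 fold change, a choice made after seeing the values, the scores were 2.35 and 2.03, and ranked by the DESeq2 statistic, also chosen after, 2.78 and 2.61; neither reached the paper's values.

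The paper's correlation of MYC with PCAT1 over all libraries is about 0.82 in Fig. S10A, read by eye, and it was 0.827 here over the 8 libraries, 0.803 on CPM without the log and 0.830 with library size only. None of these alternatives set before the data were examined rounds to 0.82, but the difference is smaller than that between these settings and decides nothing.

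The paper's first and second components hold about 78% and about 18% of the variance in Fig. S9A, read by eye. They held 64.6% and 24.6% here, and 78.1% and 17.8% with the variance stabilizing transform.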

Other observations

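The test of mate counting and the tests of the MYC target list were chosen after the result was seen.

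Genes with exactly 2 counts outnumbered genes with 1 by at least 2.61 times in every library. Separate counting of the mates of a read pair would give this, but the excess itself prompted that explanation and no independent value tested it, so it stays open. With the counts halved, the interaction called 1392 genes against 1435.

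MYC was not lower than vehicle after 26 days of SPA while the MYC target list was, at a median of -0.17. Of 10000 random lists matched on GC content, length and expression, a share of 0.0001 had a median as low, the smallest share they can give, and a common scaling factor would move the list and these lists alike. This argues against scaling, GC content and gene length, but with an estimated inter-gene correlation the list was not past the threshold (adjusted p = 0.090). No biological explanation was tested.

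The cell cycle lists, which the paper does not report, were lower after 5 days of SPA, with a median of -1.90 for the S phase list and -2.48 for the G2M list, and less so after 26 days, at -0.62 and -0.55. From SPA 5d to SPA 26d they rose by 1.32 and 2.79. The HRR panel was at -0.68 after 5 days and -0.49 after 26 days. In patients the paper reports no significant change of HRR genes with BAT. It also cites earlier work proposing that SPA can lower HRR gene expression in cell lines. Of the panel's genes 1 is in the S phase list, and whether the panel fell with the cell cycle lists was not tested.

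Of the genes called on both days, 10 moved in opposite directions. Chosen after their values were seen, H2AJ was at 1.76 after 5 days and -3.44 after 26 days on the log2 scale, NIBAN1 at 1.38 and -1.58, and COL3A1 at -1.22 and 1.74. With library size only 11 such genes were found, 10 of them the same genes.

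Among genes the paper names as altered by BAT in patients, PARM1 had a log2 fold change of 3.21 after 5 days and 3.78 after 26 days (adjusted p = 3.4e-14 and 6.1e-16 from edgeR). ANKRD30A, LINC00993 and RERGL had 0 counts in all 8 libraries, which at the floor of 6 counts allows up to 0.182 CPM. ACTB, the reference of the quantitative PCR, was at 4156 and 4256 CPM in VEH 5d and SPA 5d and at 2712 and 2467 CPM in VEH 26d and SPA 26d.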
